# Discovery and Prediction Study of the Dominant Pharmacological Action Organ of *Aconitum carmichaeli* Debeaux Using Multiple Bioinformatic Analyses

**DOI:** 10.3390/ijms251810219

**Published:** 2024-09-23

**Authors:** Musun Park, Eun-Hye Seo, Jin-Mu Yi, Seongwon Cha

**Keywords:** *Aconitum carmichaeli* Debeaux, dominant pharmacological action organ, docking analysis, network pharmacology, transcriptome analysis

## Abstract

Herbs, such as *Aconitum carmichaeli* Debeaux (ACD), have long been used as therapies, but it is difficult to identify which organs of the human body are affected by the various compounds. In this study, we predicted the organ where the drug predominantly acts using bioinformatics and verified it using transcriptomics. We constructed a computer-aided brain system network (BSN) and intestinal system network (ISN). We predicted the action points of ACD using network pharmacology (NP) analysis and predicted the dockable proteins acting in the BSN and ISN using statistical-based docking analysis. The predicted results were verified using ACD-induced transcriptome analysis. The predicted results showed that both the NP and docking analyses predominantly acted on the BSN and showed better hit rates in the hub nodes. In addition, we confirmed through verification experiments that the SW1783 cell line had more than 10 times more differentially expressed genes than the HT29 cell line and that the dominant acting organ is the brain, using network dimension spanning analysis. In conclusion, we found that ACD preferentially acts in the brain rather than in the intestine, and this multi-bioinformatics-based approach is expected to be used in future studies of drug efficacy and side effects.

## 1. Introduction

*Aconitum carmichaeli* Debeaux (ACD) is one of the natural medicines that has been widely used since ancient times, and it is currently still widely used. The main compounds of ACD are aconitine-type diterpene alkaloids that act as cardiotonic agents [1,2,3] (Figure S1). In addition, ACD has recently been found to have new therapeutic effects such as relieving peripheral neuropathic pain [4,5], improving age-related muscle atrophy [6], and exhibiting antiviral activity [7]. Although ACD has been studied for its effects on several diseases and various conditions, to our knowledge, no study has been conducted for predicting the organs that are dominantly affected.

The organ scope of pharmacological action of herbal medicine is determined based on a unique theory called ‘meridian affinity’ [8]. ACD acts on the heart and spleen meridian affinity systems [9]. Traditionally, the heart system is used to treat the circulatory and nervous systems, while the spleen is used to treat the digestive system [8]. This can be reinterpreted as ACD acting on the nervous and digestive systems in addition to the circulatory system including the heart [10]. For example, ACD is used for abdominal pain and diarrhea that occur at dawn because it acts on complex symptoms of the nervous and digestive systems, such as irritable bowel syndrome with predominant diarrhea [11]. Treatment based on ‘meridian affinity’ has been empirically proposed and used for treating patients; however, it does not provide an accurate range of action of data-based drug therapy. Therefore, a method is necessary to address this issue.

Bioinformatic analysis methods, including network biology and drug-induced transcriptome analysis, can be used to overcome these limitations. Network biology models biological phenomena using networks and predicts physiological mechanisms using multiple biological targets [12]. Drug-induced transcriptome analysis identifies drug action mechanisms using the relative expression levels of transcripts in drug-treated tissues [13,14,15]. The analysis that identifies the drug action mechanism in multiple targets by integrating the two methods is commonly known as network pharmacology (NP) [16]. The NP method is a powerful method that can effectively present the scope of the organ in which the drug acts and its therapeutic effects.

In this study, we explored the dominant pharmacological actions and therapeutic effects of ACD using various bioinformatic analyses. A computer-based organ network was constructed to simulate the brain and digestive system. Using the results of the NP platform and large-scale molecular docking analysis, we identified which networks among the brain system network (BSN) and the intestinal system network (ISN) were preferentially affected by ACD. Finally, we verified the dominant pharmacological actions of ACD and predicted its therapeutic effects using drug-induced transcriptomic experiments.

## 2. Results

### 2.1. Organ Network Construction Results

The BSN and ISN were constructed to predict the dominant pharmacological organs in which ACD acts. The BSN consisted of 1040 protein nodes and 3938 edges (Tables S1 and S2, Figure S2), and the ISN consisted of 366 protein nodes and 777 edges (Tables S3 and S4, Figure S3).

### 2.2. NP Analysis Results

The NP analysis results showed that the ACD information provided by the BATMAN-TCM contained 56 compounds, 393 targets interacting with the compounds, and 1543 compound–target interactions (Table S5). Mapping the 393 targets to organ networks predicted 7.69% in the BSN and 4.92% in the ISN (Figure 1, Table 1). When the analysis was restricted to the nodes with the top 20% degree centrality values that acted as hubs in each network, 17.62% of the proteins were predicted in the BSN (Table 1 and Table S1_BATMAN-TCM hit count column), and only 6.76% of the proteins were predicted in the ISN (Table 2 and Table S3_BATMAN-TCM hit count column). The permutation test results showed that the components of the ACD had a statistically significant effect on the hub of the BSN but no significant effect on the ISN (Table 2).

### 2.3. Molecular Docking Analysis

A database search for molecular docking identified 92 compounds in ACD (Supplementary Material S1). Among the 854 druggable proteins provided by the Human Protein Atlas (HPA) database (Table S6), 157 proteins comprised the BSN (Supplementary Material S2; 165 proteins including fractions) and 54 proteins comprised the ISN (Supplementary Material S3). According to the results of the docking analysis, 69 proteins in the BSN (Table S7) and 31 proteins in the ISN (Table S8) were predicted to have more than 10 significant interactions (Table 1). In an analysis using only nodes with the top 20% centrality values, 13.33% of the proteins were predicted to directly interact with proteins belonging to BSN hubs (Table S1_dockable column, Degree > 11, 28/210, 13.33%), and 13.51% of the proteins were predicted to directly interact with proteins belonging to ISN hubs (Table S3_dockable column; Figure 2, Table 2). Although there was no significant difference between the BSN and ISN in the hub ratio analysis, Compound Spring Embedding (CoSE) analysis showed that the BSN was centrally concentrated with 65 proteins, except for 4, whereas the ISN was relatively spread out. This suggests that ACD interacts with proteins that play a central role in the BSN. In addition, the permutation test results showed that the BSN significantly interacted with hub proteins, whereas the ISN did not pass the significance level (Table 2). The docking analysis showed that core proteins predicted to interact with more than 50 compounds included in ACD were more abundant in the brain than in the intestine. In the brain, CHRM1, RPE65, CHRM4, GRIK4, CACNA1B, and CACNA1E were selected as core proteins, which were mainly related to the functions of neurotransmitters and calcium channels (Table S7). In the intestine, only CHRM2 and CACNA1C were selected as core proteins, which were also related to neurotransmitters and calcium channels, similar to their action in the brain (Table S8).

### 2.4. Transcriptome Verification Experiments

#### 2.4.1. Comparison of the Number of Differentially Expressed Genes (DEGs) by Cell Line

In this study, we used compounds from ACD collected from the database to predict whether they would act more specifically on either the brain or intestine. To verify whether these predictions held true in real-world situations, we performed validation experiments using ACD extracts. 

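HT29 is a cell line from a human colorectal adenocarcinoma. The HT29 data are 12 RNA libraries from cells kept for 24 h with the water extract of ACD at 500 µg/mL (high dose), 100 µg/mL (medium dose) or 20 µg/mL (low dose), or with the vehicle (PBS with 2% DMSO). Each of these 4 groups had 3 libraries. The SW1783 and wortmannin libraries were not analysed here. The titles and the treatment field of the libraries name ACD, whereas a longer treatment note kept with them describes a water extract of another herb, Poria cocos, and the libraries were grouped by their titles. The authors trimmed the reads with Trim Galore, aligned them with STAR and estimated expected counts per gene with RSEM. The paper's text does not name the strand setting used in RSEM, so the values of genes that overlap another gene on the opposite strand are uncertain. The deposited values are these expected counts, not normalized, for each gene ID of the annotation, and 29696 IDs had a count in at least 1 library. The total per library was between 15941255 and 33866644 expected counts, with a median of 22075257 in the vehicle group, 27243580 at the low dose, 23841961 at the medium dose and 23824513 at the high dose. The expected counts were rounded to whole numbers, genes with low counts were removed with filterByExpr and the libraries were scaled by the TMM method in edgeR. Each dose was compared with vehicle by edgeR's quasi-likelihood test in a joint fit of all 12 libraries. The p-values were adjusted by the Benjamini–Hochberg method over the 15374 genes tested, for each dose on its own. DEGs were genes with an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper. The paper used DESeq2's Wald test, which was run as an alternative. Expression scaled to the size of the library (CPM, the unit of edgeR's cpm function) are given as the mean ± SD of the 3 libraries of a group. Among replicates, expression varied by 11.2% (biological coefficient of variation of edgeR). High-dose replicate 2, which had the lowest total, lay apart from the other 2 high-dose libraries. Over 10589 genes with a mean above 5 CPM, the SD of its log2 difference from the mean of those 2 libraries was 0.501, whereas the same measure was between 0.102 and 0.292 for the other 11 libraries.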

The number of DEG was compared in the transcriptome expression data obtained by treating SW1783 and HT29 cells with a high-dose water extract. Despite using the same process, the number of DEGs in SW1783 and HT29 at high doses showed a large difference. 

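At the high dose, 451 of the 15374 genes tested in HT29 cells were DEGs against vehicle, of which 193 were upregulated and 258 were downregulated. Without the minimum fold change, 887 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 3089 genes had an unadjusted p under 0.05. DESeq2's Wald test on the vehicle and high-dose libraries alone gave 159 upregulated and 141 downregulated genes, and 288 of these 300 were among the 451. The same test without high-dose replicate 2, chosen after seeing the data, gave 231 upregulated and 237 downregulated genes. Of these 468 genes, 300 were among the 451. Among the alternatives with all libraries of the comparison and the same thresholds, the count moved most with edgeR on the vehicle and high-dose libraries alone, which gave 172 DEGs, all of them among the 451. Single libraries also moved the count. Without high-dose replicate 2 there were 768 DEGs (302 upregulated and 466 downregulated), which included 407 of the 451. Without vehicle replicate 2 there were 310 DEGs (158 upregulated and 152 downregulated), which included 296 of the 451. Among DEGs with a mean of at least 1 CPM and no overlap between the high-dose and vehicle libraries, the largest increase was in CYP1A1 (ENSG00000140465), on chromosome 15 of GRCh38 from 74719542 to 74725536. It rose from 0.285 ± 0.153 CPM in vehicle to 98.4 ± 5.52 CPM at the high dose (SD, n = 3 libraries each), a log2 fold change of 8.29 (standard error 0.35, adjusted p = 4.89e-08 from edgeR's test), and the vehicle libraries held 2 to 13 counts of it. The log2 fold change was 4.56 for MT-RNR1, 4.13 for RN7SL2, 4.04 for CXCL1 and 4.00 for CCL20. The lowest log2 fold changes were −3.18 for ENSG00000280614 and −3.06 for ENSG00000281181, both on chromosome 21, −2.18 for ENSG00000279573, −1.93 for MTND4P12 and −1.82 for ADH1C. RN7SL2, ENSG00000280614, ENSG00000281181 and ENSG00000279573 changed by a similar amount at the low dose, with log2 fold changes of 3.70, −2.80, −2.67 and −2.15. ENSG00000280614 and ENSG00000281181 differed by less than 1% in their expected counts in 11 of the 12 libraries, so their reads were not told apart. RN7SL2 has a near copy, RN7SL1, and MTND4P12 is a pseudogene of MT-ND4, so their counts depend on how shared reads were divided. MTND4P12 was a DEG under 10 of 20 alternatives.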

At high doses, 1388 transcripts were upregulated and 1465 transcripts were downregulated in SW1783 cells; however, in HT29 cells, only 137 transcripts were upregulated and 105 transcripts were downregulated, showing a difference of approximately 10 times (Figure 3A,B). In the organ network, 16.54% of SW1783 DEGs were hits in the BSN, whereas only 4.10% of HT29 DEGs were hits in the ISN (Figure 3C,D; Table 1).

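The ISN has 366 nodes, of which 364 were matched to a gene ID by symbol (PDZD3 and UGT1A5 were not) and 203 were tested. At the high dose, 20 of the nodes (5.46%) were DEGs in HT29 cells, 8 upregulated and 12 downregulated. When the p-values were adjusted over the list alone, 28 nodes were DEGs (10 upregulated and 18 downregulated), including all of these 20. All 15 genes that Table S3 marks as DEGs were among the 20, and since the study chose them on the same libraries, this is not independent evidence. The other 5 were ABCC2, DHRS9, HLA-DMB, NEUROG3 and TFF3, which were DEGs under 12 of 19, 16 of 20, 9 of 19, 14 of 19 and 7 of 20 alternatives. None of these 5 was a DEG on the vehicle and high-dose libraries alone, with DESeq2's Wald test or with edgeR. DESeq2's Wald test on those libraries gave 14 ISN DEGs, all marked in Table S3. ABCC2, HLA-DMB, NEUROG3 and TFF3 were not DEGs without vehicle replicate 1 (adjusted p up to 0.201 over the alternatives of these genes), and DHRS9 was not one without vehicle replicate 2. Of the tested ISN genes, 9.85% were DEGs, compared with 2.84% of the other tested genes (odds ratio 3.74, p = 2.29e-06 from Fisher's exact test, two-sided), although genes are not independent replicates. Across the alternatives set beforehand the odds ratio was between 3.01 and 4.64. Among the alternatives with all libraries of the comparison, the number of ISN DEGs moved most with edgeR on the vehicle and high-dose libraries alone (8 nodes). Without high-dose replicate 2 it was 35. NOX1 (ENSG00000007952, chromosome X, 100843324 to 100874359) fell from 17.7 ± 0.903 CPM in vehicle to 7.47 ± 0.644 CPM at the high dose (SD, n = 3 each), a log2 fold change of −1.26 (standard error 0.09, adjusted p = 7.35e-06 from edgeR). SLC5A1 (ENSG00000100170, chromosome 22, 32043261 to 32113029), a glucose transporter of the intestine, fell from 18.5 ± 1.21 to 10.7 ± 0.814 CPM, a log2 fold change of −0.79 (standard error 0.09, adjusted p = 2.88e-04). PCK2 (ENSG00000100889, chromosome 14, 24094053 to 24110598) rose from 24.4 ± 1.62 to 48.1 ± 1.49 CPM, a log2 fold change of 0.98 (standard error 0.08, adjusted p = 1.83e-05). AKR1B10 (ENSG00000198074, chromosome 7, 134527567 to 134541412) rose from 105 ± 5.37 to 229 ± 34.6 CPM, a log2 fold change of 1.13 (standard error 0.10, adjusted p = 3.08e-05). These 4 genes were DEGs under all 20 alternatives and their high-dose libraries did not overlap the vehicle libraries. Of the other genes marked in Table S3, ACKR4, AKR1C3, BIRC3 and CEACAM5 were upregulated, with log2 fold changes from 0.70 to 1.19. SLC3A1, ITGA1, KCNE3, MUC3A, NR0B2 and POU2AF1 were downregulated, with log2 fold changes from −1.56 to −0.68, as was ADH1C. AKR1B10, AKR1C3, ADH1C, CEACAM5, MUC3A and HLA-DMB have close relatives in the genome, so their counts depend on how RSEM divided shared reads. CEACAM5 was not a DEG without high-dose replicate 1 or vehicle replicate 2, POU2AF1 was not one without vehicle replicate 2 or 3, and NR0B2 was a DEG under 14 of 20 alternatives, with an adjusted p of up to 0.154.

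**Figure D1:**
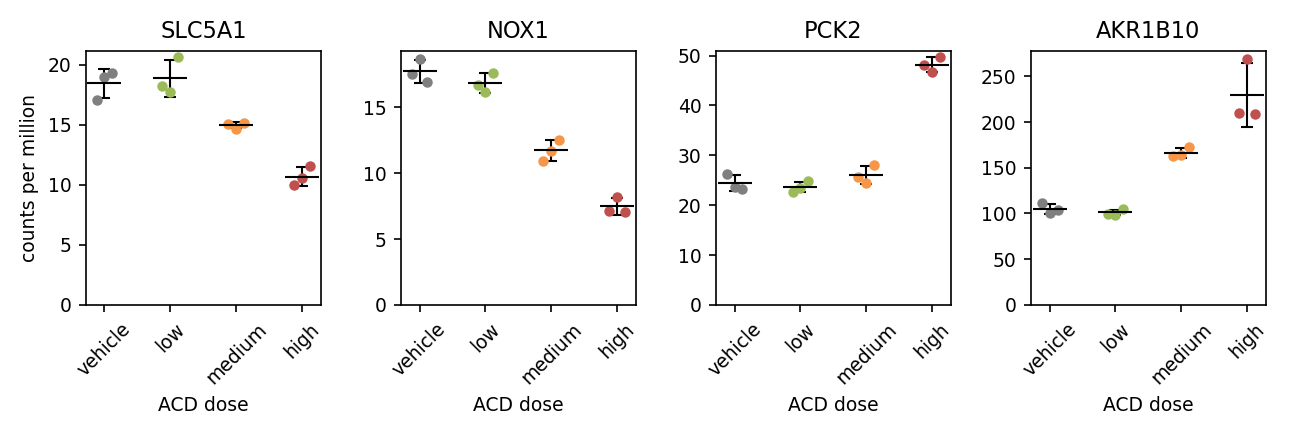
Expression in CPM (vertical axes, starting at 0) of 4 ISN genes in HT29 cells treated with vehicle or ACD at the low, medium and high dose. Each point is 1 library (n = 3 per group), the horizontal line is the mean and the bars are the SD. SLC5A1 and NOX1 lie lower and PCK2 and AKR1B10 lie higher at the high dose than in vehicle.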

#### 2.4.2. Docking and Transcript-Based Hub Analysis and Network Spanning Results

The integrated protein list of dockable proteins (DPs) and DEG protein lists predicted the number of hits for each organ network hub (Figure 4A,B). 

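The 366 nodes of the ISN are joined by 777 edges in Table S4, and 74 nodes with a degree over 6 are its hubs. Joining the 36 nodes that Table S3 marks as dockable to the high-dose DEGs of HT29 cells gave an integrated list of 54 nodes. The paper's text gives 31 dockable ISN proteins, as do the nodes of Table S8 with more than 10 docked compounds, and the integrated list with these had 49 nodes and 14 hubs. The list of 54 nodes held 15 hubs, against an average of 10.9 for random lists of the same size. Of these hubs, 10 were dockable and 7 were DEGs. The hub DEGs were AKR1C3 with a degree of 14, ABCC2 and NR0B2 with 10 each, and ADH1C, AKR1B10, POU2AF1 and SLC5A1 with 8 each.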

Of the proteins, 26.19% hit hubs in the BSN (Table S1, analysis column) and 20.27% hit hubs in the ISN (Table S3, analysis column; Table 2). The permutation test results showed that the major protein hits in the BSN hub were significant (*p* = 0.04705). Furthermore, the ISN results were statistically significant, unlike the results for the NP proteins and DPs (*p* = 0.02332) (Table 2).

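For the ISN, 100000 random lists of 54 nodes held as many hubs as the integrated list or more with p = 0.0977 (permutation test, one-sided, with ties counted). With the 31 dockable nodes of Table S8 the p was 0.0885. The p was under 0.05 in 2 alternatives that kept all libraries and the integrated list. It was 0.0168 when random lists were drawn only from the 229 nodes that were tested for expression or docked, 39 of which were hubs. It was 0.0247 with the DEGs marked in Table S3 and ties not counted, an alternative chosen after seeing the data. With the same DEGs and ties counted, an alternative set beforehand, the p was 0.0528. Without high-dose replicate 3 the p was 0.0356, and without high-dose replicate 2 it was 0.274.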

Network spanning describes the activity of organs by defining each node in the network as a dimension and determining how populated the network dimension is with drug-interacting proteins. Although statistical significance was confirmed for the analysis using DPs and DEGs in both networks, network spanning analysis through first-shell interactions showed that the BSN spanned 67.12%, whereas the ISN spanned only 51.09% (Figure 4C,D). Furthermore, the BSN was able to achieve full network spanning in only three walks, whereas the ISN required six additional walks.

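With the integrated list, 196 of the 366 ISN nodes (53.55%, 95% Wilson interval 48.4% to 58.6%, which covers counting error alone) were either on the list or joined by an edge to a member of it. These were the 54 listed nodes and 142 first-shell neighbours. In 1000 random lists of 54 nodes, the first shell spanned a median of 51.64% of the ISN, from 40.71% to 61.2%, and 286 of these lists spanned at least as much as the integrated list. With the DEGs marked in Table S3 in place of the DEGs found here, the ISN was spanned by 51.09%, and with the 31 dockable nodes of Table S8 by 50.55%. The share moved most with the DEGs of edgeR on the vehicle and high-dose libraries alone, to 44.26%, and it stayed between 50.0% and 58.47% when single libraries were left out.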

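In each walk, the neighbours of all nodes reached so far were added. The integrated list spanned 82.51% of the ISN after 2 walks, 91.26% after 3 walks, 98.91% after 6 walks and the whole network after 9 walks. All alternatives run for this number also gave 9 walks. Random lists of as many nodes needed a median of 6 walks, from 4 to 10, and 27 of 1000 needed at least 9. Setting the DEGs and the spanning of the ISN beside those of the BSN, for which SW1783 cells were used, the paper reasons that ACD acts more on the brain than on the intestine. The paper also draws on its NP and docking predictions for this.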

#### 2.4.3. Over-Representation Analysis (ORA) and Gene Set Enrichment Analysis (GSEA) Results Using Transcriptome Analysis Results

Protein information for analysis was extracted from the BSN, which was predicted to be more dominantly affected by ACD. ORA was performed by combining DPs and DEGs, and 230 proteins were used. ORA using ACD showed that the calcium signaling pathway had the highest score in the KEGG pathway, and excitatory chemical synaptic transmission had the highest score in the Gene Ontology (GO) biological process (Figure 5A,B). In addition, ACD was predicted to be involved in psychotropic drug addiction and neurotransmitter activation. The results of the ORA for 698 proteins across the BSN dimensions were generally similar but slightly different (Figure S4A,B). It seemed to focus more on psychotropic drugs and neurotransmitters than on calcium signaling.

The GSEA results using transcriptome expression in SW1783 (Figure S5) showed an overall pattern of reduced inflammation, including decreased MAPK and TGF-β signaling pathways, and increased phagocytosis. Notably, ACD has been predicted to activate long-term potentiation (LTP). Although the statistical significance was low at high doses, the calcium signaling pathways predicted to be activated in ORA were also activated. The GSEA results using the transcriptome expression of HT29 cells (Figure S6) showed that the terms related to the digestive system, such as diabetes, differed from the SW1783 analysis results. However, LTP was also activated in the same manner as in SW1783.

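The gene sets of the paper were not analysed here, and gene lists written from general knowledge of the pathways stood in for them. Each list was tested at each dose with limma's camera on log2 CPM with its preset correlation between genes. The p-values were adjusted by the Benjamini–Hochberg method over 36 tests (12 lists and 3 doses). At the high dose, 7 of the 12 lists had an adjusted p under 0.05, and 4 of them kept it when the correlation between genes was estimated from the data. In HT29 cells at the high dose, the 26 tested genes of the type II diabetes list had a median log2 fold change of 0.015, with 16 genes above 0 and 2 of the 3 libraries above vehicle (adjusted p = 0.960 from camera). This result moved most without high-dose replicate 2, to a median of 0.08 and an adjusted p of 0.0361, and the adjusted p was between 0.0361 and 0.990 over the 21 alternatives. The median turned negative without vehicle replicate 1 (−0.03), without high-dose replicate 1 (−0.05) and without high-dose replicate 3 (−0.04). The median was 0.07 at the medium dose (adjusted p = 0.0396) and 0.10 at the low dose (adjusted p = 0.0148), with all 3 libraries of each dose above vehicle, and these adjusted p-values reached 0.811 among the alternatives. Without vehicle replicate 1 they were 0.354 at the medium dose and 0.260 at the low dose, and without medium-dose replicate 1 the former was 0.0780. The difference between doses was not tested. The 12 tested genes of the type I diabetes list had a median of 0.04 at the high dose, with 8 genes and 1 of the 3 libraries above vehicle (adjusted p = 0.385).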

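The list for LTP had 51 tested genes in HT29 cells. At the high dose their median log2 fold change was −0.02, with 23 genes above 0 and 1 of the 3 libraries above vehicle (adjusted p = 0.859 from limma's camera). The median was −0.05 to 0.03 over the 21 alternatives, with the sign reversed without vehicle replicate 3 (0.03), and the adjusted p was never below 0.363. It was 0.04 at the medium dose (adjusted p = 0.152) and 0.03 at the low dose (adjusted p = 0.628). Of these genes, 3 were DEGs at the high dose. ATF4 and GRIN1 were upregulated and CAMK2B was downregulated, and ATF4 and CAMK2B were named after their values were seen. GRIN1 (ENSG00000176884, chromosome 9, 137138346 to 137168756) rose from 2.38 ± 0.354 CPM in vehicle to 3.99 ± 0.791 CPM (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.17, adjusted p = 0.0264 from edgeR), and all 3 high-dose libraries lay above the vehicle libraries. GRIN1 was a DEG under 13 of 20 alternatives, with an adjusted p of up to 0.181, and was not one when high-dose replicate 1 or any vehicle replicate was left out.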

## 3. Discussion

We constructed the BSN and ISN based on bioinformatics and predicted that ACD would have a more dominant effect on the brain than on the intestine using NP and large-scale molecular docking analysis. Through validation experiments using transcriptomes, we confirmed that the transcriptome expression in brain-based cell lines was significantly higher than that in intestine-based cell lines. In addition, through a novel transcriptome-based analysis, we confirmed that ACD spanned the dimensional space of the BSN dimension more easily than that of the ISN dimension. This study is expected to be highly applicable for predicting the sites of action of complex compounds, including natural products.

We constructed an organ network using CoSE and predicted the action points of the organ network using multifaceted analysis (Figure 1 and Figure 2). The spring-embedder layout is an algorithm that simulates a system connected by springs, assuming that the nodes have electric charges [17]. In this study, we cross-checked not only the intuitive calculation method of degree centrality but also the hub of the nested intergraph constructed based on electric repulsion. Although the proteins obtained through the docking analysis were not determined to have hub properties with a simple degree centrality, we confirmed that they could have hub properties using CoSE (Figure 2A). In this study, we used a research method that approaches the properties of networks in terms of spring connection centrality and degree centrality and expect that this multi-faceted analysis will contribute to the development of natural product-based NP analyses.

In this study, the prediction results were verified through transcriptome validation experiments, and the in silico prediction was enhanced using docking analysis (Figure 3 and Figure 4). Docking analysis can predict direct interactions between compounds and targets, and the transcriptome can identify on- and off-target effects through transcriptome changes after protein signaling [18]. Although both analyses are good bioinformatics-based methods, there are limitations to using only one method because the time points used for analysis are different. To overcome these limitations, two complementary analytical methods must be used [19]. In this analysis, there were few overlapping proteins between the DPs and DEGs. Nevertheless, although the individual results of the docking and transcriptome analyses of the ISN were not statistically significant, the results of the combined data were statistically significant. This result serves as a basis for demonstrating that the two datasets can be used complementarily, and this approach is expected to improve current bioinformatics analyses.

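In the ISN, 2 of the 20 DEGs found here at the high dose, ABCC2 and SLC5A1, were among the 36 dockable nodes of Table S3. Expression was tested for 203 nodes, so a dockable node outside them could not be a DEG here.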

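When the 20 DEGs were taken alone among all 366 ISN nodes, 7 were hubs against 4.04 on average in random lists (p = 0.0851, permutation test, one-sided). When random lists were drawn only from the 203 nodes tested for expression, 35 of which were hubs, the average was 3.45 and the p was 0.0351. The 36 dockable nodes taken alone held 10 hubs against 7.28 on average (p = 0.165, permutation test, one-sided).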

In addition, by presenting new results using transcriptome validation experiments, we were able to add evidence that ACD is predominantly applied to the brain rather than to the intestine (Figure 3 and Figure 4). Docking analysis is the starting point of protein signaling, and transcriptome analysis is the final goal of protein signaling; therefore, both are closely related to protein signaling. Regarding protein signaling, including neighboring nodes of docking and transcriptome analyses may result in an analysis target that is more precise [20,21]. Moreover, if the proteins that make up the network perform even slightly independent roles, the network can be said to have a dimensional space equal to the number of nodes that make up the network [22]. Based on this, we can determine how much the network dimension has spanned and how quickly it can be fully spanned through “walks” on the network [23,24]. Although this analysis method requires further verification, a new idea based on the logic of linear algebra can become a new method for NP analysis in the future.

In this study, we derived the results of transcriptome-based ORA and GSEA, which showed that ACD affects calcium signaling and LTP. Additionally, the docking analysis confirmed that the components of ACD act on neurotransmitters and calcium channels (Tables S7 and S8). LTP is a crucial mechanism of synaptic plasticity and is essential for learning and memory formation [25]. Specifically, calcium signaling activates N-methyl-D-aspartate (NMDA) receptors, which increase the calcium concentration in postsynaptic neurons, thereby inducing LTP [26]. Various studies have shown that ACD regulates its activity through calcium-signaling pathways [27,28,29]. Additionally, ACD inhibited AD through a complex regulatory network centered on GRIN1 and MAPK1 [30]. GRIN1 is a key component of NMDA and plays a critical role in synaptic plasticity and memory formation, whereas mitogen-activated protein kinase 1 (MAPK1) is involved in neuronal survival and synaptic plasticity. These findings suggest that ACD positively affects long-term memory formation through its neuroprotective effects. Moreover, it has been revealed that the ACD polysaccharide exhibits antidepressant effects in rats [30]. These antidepressant effects manifest through improvements in neural plasticity and synaptic function, which can also positively affect long-term memory formation. Therefore, it is highly likely that the ACD polysaccharides contribute to neuroprotection and memory formation. These findings suggest that ACD influences LTP by modulating calcium signaling, indicating its potential as a promising candidate for the treatment of Alzheimer’s disease and other neurodegenerative disorders. In particular, CHRM1, RPE65, CHRM4, GRIK4, CACNA1B, and CACNA1E, predicted to have high probabilities of interaction in the docking analysis, are expected to be prioritized in future studies.

As mentioned in the Introduction, ACD is an herbal medicine that can be used to treat digestive problems, including diarrhea [10]. However, if toxic alkaloid compounds contained in ACD, such as aconitine, are consumed in large quantities, they can cause diarrhea by strong contraction of the ileum, which can interfere with treatment [10]. Although ACD may cause diarrhea, our analysis suggests that it has therapeutic potential because it is regulated by actions that occur in the brain and not in the intestine. The pharmacological mechanism of ACD, which has traditionally been used, can be reinterpreted as improving diarrhea by improving neurotransmitter dysfunction in the brain [11]. The research method proposed to identify the dominant organ will not only reinterpret traditional medicine that has not yet been fully elucidated but can also explain the ‘meridian affinity’ theory that will help advance traditional medicine.

However, this study had some limitations. First, the proposed organ network is limited to physiological networks and cannot reproduce all pathological situations. Our presented model is at an early stage and is not yet suitable for application in clinical practice. Therefore, generating a model that can consider the blood–brain barrier and ADMET (Absorption, Distribution, Metabolism, Excretion, Toxicity) is necessary in further studies. Second, the number of organs that can be studied is limited owing to the difficulty in conducting large-scale transcriptomic verification. Since ACD is highly toxic, side effects may occur. The liver and kidneys are the most important organs for evaluating drug toxicity. Because this study focused on the pharmacological action, the scope was limited to the gut–brain axis. Therefore, further studies are necessary to expand the model to the liver and kidneys and assess possible side effects of the drug. Nevertheless, the method proposed in this study can identify the organs in which a specific drug preferentially acts. In particular, the consistency of the analysis results was confirmed using various bioinformatics techniques, such as NP, docking, transcriptome, and docking-transcriptome complex analyses, thereby increasing the predictive power of the analysis results. This method will be important in the future to identify which organs show the dominant effect, not only among natural products but also among drugs, and can also be utilized for exploring drug side effects. In particular, the method for predicting the pharmacological mechanism of action on organs using an in silico model may be clinically significant, as it can considerably save time and cost and play an important role in ensuring drug safety.

## 4. Materials and Methods

### 4.1. Organ Network Construction

To identify the organs in which ACD exerts its predominant pharmacological effect, the BSN and ISN were constructed. The BSN and ISN were constructed using the proteins predominantly expressed in each organ. Information on the proteins predominantly expressed in each organ was obtained from the HPA database (https://www.proteinatlas.org/humanproteome/tissue, accessed on 16 May 2024) [31]. The BSN was constructed using all brain-specific tissues provided by the HPA database, and the ISN was constructed using intestine-specific tissues.

A protein-based organ network was constructed using the STRING database (v12; https://string-db.org/, accessed on 5 March 2024) [32]. Network nodes were defined as proteins, and edges were defined as interaction scores between two proteins greater than or equal to 700 among the interaction scores provided by the STRING database. After constructing the network, a fraction with fewer than 10 nodes was excluded from the organ network to define the organ network. The constructed network was centered on high-order hub proteins using the CoSE layout [17]. Data preprocessing was performed using Python software (v3.10.12), and network construction and visualization were performed using Cytoscape software (v3.10.1) [33].

### 4.2. NP Analysis

The NP analysis was performed using the BATMAN-TCM platform (v1, http://bionet.ncpsb.org.cn/batman-tcm/index.php/Home/Index/index, accessed on 22 May 2024) [34], which is a well-known and frequently used analytical platform. ACD was searched on the BATMAN-TCM platform, and all compound–target interaction prediction results derived from the search were downloaded. Among the downloaded predicted interactions, those with a score cutoff of 10 or higher were selected as valid interactions of the ACD compounds, and the proteins included in the valid interactions were selected as NP-based interacting proteins.

We projected the NP-based interacting proteins onto the BSN and ISN to predict the extent to which the compounds of ACD interacted with the hub proteins of each organ network. We computed the hit ratio between the hub proteins with the top 20% degree of centrality in each network and obtained the statistical significance for the abundance acting on the hubs using 100,000 permutation tests [35]. The hit ratio between the hub proteins with the top 20% degree centrality in each network and ACD was calculated. If one compound interacted with a protein that constituted the organ network hub, the compound and protein were defined as hits. The statistical significance of the interactions of ACD compounds with hub proteins was calculated using 100,000 permutations. The permutation test randomly selects the same number of nodes as the projected NP-based interacting proteins in the network and checks the ratio of hub proteins among the selected nodes. After 100,000 repetitions, the rank of the actual NP hub protein ratio among the virtual hub protein ratios was assessed to calculate the *p*-value. Based on the above results, we compared the hub protein hit ratios of the ACD components in the BSN and ISN to confirm the prediction results regarding in which network the drug may have a more dominant pharmacological action. Data preprocessing was performed using Python software (v3.10.12), and the network centrality calculations and visualization of NP-based interacting protein projection results were performed using Cytoscape software (v3.10.1).

### 4.3. Large-Scale Molecular Docking Analysis

To identify the organ system in which the pharmacological effect of ACD is dominant, we performed large-scale molecular docking analysis [19]. The compound information included in ACD was collected using the following three natural product compound databases: TCMSP [36], BATMAN-TCM, and TM-MC [37]. To use only compounds whose 3D structures were confirmed among the collected compound, the structures of the compounds were downloaded from the PubChempy library [38]. Compounds with confirmed 3D structures were designated as ACD compounds for docking. The proteins used in the docking analysis were selected based on the following criteria: first, we targeted 854 druggable proteins provided in the HPA database (https://www.proteinatlas.org/humanproteome/tissue/druggable, accessed on 3 May 2024); and second, we restricted our analysis to proteins included in the BSN and ISN. We selected a list of druggable proteins that met both criteria and downloaded the 3D structures of the selected druggable proteins from the AlphaFold database (v2) [39].

Preprocessing for the docking analysis was performed using Python software (v3.10.12) and the OpenBabel Python library (v3.1.0) [40]. Both the 3D structures of the ACD compounds and the druggable proteins were converted to pdbqt form for docking analysis. Docking analysis was performed using the AutoDockVina Python library [41] for all ACD compounds and druggable protein pairs in each organ. The parameters used in the docking analysis were as follows: center = (0, 0, 0), box size = (126, 126, 126), and exhaustiveness = 100. Binding affinity scores of <−8 kcal/mol were selected as valid interactions and used in the docking analysis results. Among the ACD compounds, proteins with >10 interactions were selected as DPs with high interaction potential. The hit ratio and permutation test of the hub proteins with the top 20% degree centrality were performed in the same manner as the NP analysis. The docking analysis results were visualized using Cytoscape software (v3.10.1).

### 4.4. Producing ACD-Induced Transcriptomes in SW1783 and HT29 Cell Lines

#### 4.4.1. Chemicals and Reagents

Dulbecco’s modified Eagle medium (DMEM), phosphate-buffered saline (PBS), TrypLE Express, penicillin–streptomycin, and fetal bovine serum (FBS) were purchased from Gibco (Grand Island, NY, USA). Leibovitz’s L-15 medium was purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). The cell culture flasks and multiwell culture plates were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Dimethyl sulfoxide (DMSO) and wortmannin were purchased from Sigma-Aldrich (St. Louis, MO, USA), and QIAzol Lysis Reagent was purchased from Qiagen (Hilden, Germany). The EZ-Cytox Cell Viability Assay Kit was purchased from DoGen Bio (Seoul, Republic of Korea).

#### 4.4.2. Preparation of Hot Water Extracts of ACD

Dried ACD was supplied by Kwangmyungdang Medicinal Herbs Co. (Ulsan, Republic of Korea), and its morphology was carefully validated by Dr. Goya Choi from the Herbal Medicine Resources Research Center, Korea Institute of Oriental Medicine (KIOM), Republic of Korea. A voucher specimen (2-23-0011) was deposited in the Korean Herbarium of Standard Herbal Resources of KIOM (Naju, Republic of Korea). The crushed material was extracted at 100 ± 3 °C for 3 h using a water reflux system (MS-DM609, Misung Scientific, Yangu, Republic of Korea) and filtered through a 5 µm cartridge filter (KOC Biotech, Daejeon, Republic of Korea). The filtrates were concentrated at 40 °C using a rotary evaporator (Ev-1020t, SciLab, Seoul, Republic of Korea) and freeze-dried (LP20, ilShin Biobase, Dongducheon, Republic of Korea). The yield of water extract of ACD was 25.4%, and the final extracts were homogenized and stored in an airtight container in a cold room at 4 °C. For the in vitro investigation, homogenous ACD extract was vigorously vortexed for 30 min at room temperature in PBS (Thermo Fisher Scientific) containing 2% DMSO and then sterilized by filtering through a 0.22 µm membrane. The stock solution of ACD extracts (10 mg/mL) was aliquoted in a 1.5 mL tube and stored at −80 °C until use.

#### 4.4.3. Cell Culture

The human astrocytoma cell line SW1783 (HTB-13) and human colorectal adenocarcinoma cell line HT29 (HTB-38) were purchased from ATCC (Manassas, VA, USA). SW1783 cells were maintained in Leibovitz’s L-15 medium supplemented with 10% (*v*/*v*) heat-inactivated FBS, 100 IU/mL penicillin, and 100 mg/mL streptomycin at 37 °C without CO_2_. HT29 cells were maintained in DMEM supplemented with 10% (*v*/*v*) heat-inactivated FBS, 100 IU/mL penicillin, and 100 mg/mL streptomycin at 37 °C in a 5% CO_2_ incubator. The cells were subcultured every 3–4 days depending on the cell density.

#### 4.4.4. Drug Treatment

One day before drug treatment, SW1783 and HT29 cells were plated at 1.5 × 10^5^ and 5 × 10^5^ cells/well, respectively, in a six-well plate containing 3 mL of growth medium. The cells were exposed to 20 (Low), 100 (Intermediate), and 500 (High) µg/mL of ACD by treatment with 150 µL per well of 0.4, 2, and 10 mg/mL ACD extracts. To assess the appropriate drug concentrations for treatment, we performed cytotoxicity tests to determine the drug doses that maintained 80% cell viability (IC20). These doses were then adopted as the maximal doses for treatment and RNA sequencing (RNA-seq) analysis. For drugs with an undetermined IC20, the highest treatment concentration was set to 500 µg/mL for extracts, considering both their solubility and clinical relevance. To confirm the influence of concentration, cells were treated with drugs at three different concentrations using 1/5 serial dilutions, thereby exposing them to low, medium, and high drug doses. No cytotoxicity was observed at a high dose (500 µg/mL), which was confirmed using an EZ-Cytox cell viability assay kit. PBS with 2% DMSO was used as the vehicle, and wortmannin was treated at a concentration of 10 µM as a positive control. After 24 h of drug treatment, the cells were washed three times with ice-cold PBS. Total cell lysates were prepared using QIAzol Lysis Reagent and stored at −70 °C until RNA extraction.

#### 4.4.5. RNA Preparation for RNA-Seq

SW1783 and HT29 cells were subjected to total RNA extraction using QIAzol Lysis Reagent according to the manufacturer’s instructions. The concentration of the isolated RNA was determined using an Agilent RNA 6000 Nano Kit (Agilent Technologies, Waldbronn, Germany). The RNA concentration was determined using a Quant-it RiboGreen RNA Assay Kit (R11490, Thermo Fisher Scientific), and the RNA quality was assessed by determining the RNA integrity number (>7) and 28S:18S ribosomal RNA ratio (>1.0) using a 2100 Bioanalyzer Instrument (Agilent Technologies, Waldbronn, Germany). Total RNA was processed to prepare an mRNA sequencing library using the MGIEasy RNA Directional Library Prep Set (#1000006386; MGI Tech, Shenzhen, China), according to the manufacturer’s instructions. The library was quantified using the QuantiFluor ssDNA System (E3190; Promega, Madison, WI, USA). The prepared DNA nanoballs were sequenced on an MGISeq system (MGI Tech, Shenzhen, China) with 100 bp paired-end reads.

#### 4.4.6. RNA-Seq Preprocessing Method

The quality of the raw RNA-seq data was assessed using FastQC (v0.11.9) [42]. Adapter sequences were removed from the reads using Trim Galore (v0.6.6) [43]. The cleaned reads were aligned to the human reference genome GRCh38 (hg19) using STAR (v2.7.9.a) [44]. Transcript abundance per gene was quantified using RSEM (v1.3.3) [45] with the gene annotation GRCh38.84. The expected read counts and transcripts per million were used as the gene expression levels for further analyses. Differential gene expression between the treatment and vehicle groups was analyzed using the Wald test implemented in the R package DESeq2 (v1.38.2) [46]. The RNA-seq data were analyzed using R (v4.3.1). RNA sequence data were deposited in the Gene Expression Omnibus under the accession number GSE273185 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273185, accessed on 7 August 2024).

### 4.5. Transcriptome Verification Experiments and Analysis

#### 4.5.1. DEG Selection and Comparison of the Number of DEGs

Through transcriptome experiments, the DEGs showing significant changes in expression levels in each cell line were selected and compared. DEGs greater than log2(1.5) or less than −log2(1.5) were selected as DEGs with an adjusted *p*-value < 0.05. The number of DEGs was confirmed at three concentrations of wortmannin, which was used as a positive control, and in two cell lines, SW1783 and HT29. In addition, DEGs obtained by the high-concentration treatment of SW1783 and HT29 cells were projected onto each organ network to identify the action point in the network. DEG information extraction was performed using R software (v4.3.1), and the visualization of the action points was performed using Cytoscape software (v3.10.1).

#### 4.5.2. Docking and Transcript-Based Hub Analysis and Network Spanning Analysis

We performed additional analyses to determine whether the combined DPs and DEGs derived from the network performed better. We identified action points by combining DPs and DEGs derived from each organ network and checked how many times the action points hit the hub proteins in each organ network. As in the previous analysis, we performed a permutation test using the hit ratio of hub proteins with the top 20% degree centrality to determine statistical significance.

The concept of full-spanning a dimension is a concept used in linear algebra. In order to express three dimensions, we need axes that play independent roles, namely, the x-axis, y-axis, and z-axis. Using this concept, in this study, we considered the BSN and ISN to have 1040 and 366 dimensions, respectively, and attempted to see how quickly they can span the dimensions to express the 1040 and 366 dimensions (Figure S7). In other words, the proteins that make up the BSN and ISN are proteins that play independent roles, and the assumption is that signals must be transmitted to all nodes in the ‘functional space’ of the organ in order for the organ to perform its full function.

After predicting how DPs and DEGs interacted with hub proteins, we investigated the extent to which proteins could span the dimensions of the organ network. First, we extracted the list of first-shell interaction nodes, which are neighbors of the DPs and DEGs in each network. We mapped the first-shell interaction nodes to the network along with the DPs and DEGs to determine the extent to which they span the network dimension in the entire network. Finally, we performed an analysis to determine the number of steps needed to fully span the network, that is, how far apart the nodes with the farthest distances from the DPs or DEGs were. Analysis was performed using Python software (v3.10.12) and Networkx library (v3.2.1) [47], and visualization was performed using Cytoscape (v3.10.1).

#### 4.5.3. ORA and GSEA Results Using Transcriptome Analysis Results

The efficacy of ACD in the dominant organs was predicted using the transcriptome analysis results. First, ORA was performed using the protein list that (1) integrated the DPs and DEGs that hit the BSN and (2) the network-spanning protein list that considered neighboring nodes in the EnrichR platform [48]. ORA was performed using the gene lists of KEGG pathways [49] and GO biological processes [50]. The top 10 ORA results with the highest combined scores provided by the EnrichR platform were selected. GSEA was performed using the transcriptome expression results from SW1783 and HT29 cells treated with high doses. GSEA was performed for curated KEGG pathway gene sets in the Molecular Signature Database (MSigDB v7.5.1) [51] using the fgsea package (v1.24) [52] in R with parameters of minimum size 15, maximum size 500, and 100,000 permutations. The statistical significance of the GSEA results was evaluated by adjusting the *p*-value using the Benjamini–Hochberg procedure (*p* < 0.0001) [53]. The GSEA results were visualized as a heatmap using Pheatmap (v.1.0.12). Only pathways with results satisfying at least one statistical significance for the three concentrations and wortmannin were included in the heatmap. The KEGG pathway gene list was used for GSEA.

### 4.6. Phytochemical Analysis of ACD Extract by LC/MSMS

The main components of the ACD extract used in the experiment were analyzed using LC/MSMS. In brief, the 3 major ingredients of the ACD extract were analyzed with a Xevo TQD (Waters, Milford, MA, USA) equipped with an Acquity UPLC BEH C18 (1.7 μm, 2.1 × 100 mm) column. The standard chemicals used in the analysis were purchased from Chemfaces (Wuhan, Hubei, China). The gradient conditions for chromatographic separation using 0.1% formic acid in water (A) and acetonitrile (B) were as follows: 0–0.1 min, 20% B; 0.1–14 min, 20–95% B; 14–15 min, 95–100% B; 15–15.1 min, 100–20% B; 15.1–18 min, 20% B; and equilibration with 20% B for 4 min at a flow rate of 0.3 mL/min. The temperature of the column was 45 °C, and the auto-sampler was maintained at 5 °C. The injection volume of each sample was 2 μL. The MS/MS data for qualitative analysis were processed to identify and confirm components in the extracts based on the retention time, accurate m/z value, isotope distribution, and fragment ions compared to reference standards. The reference standards for each target compound were analyzed, and the amounts of compounds were quantified using corresponding calibration curves of reference standard compounds. The results of each analysis are summarized in Table S9.

## Figures and Tables

**Figure 1:**
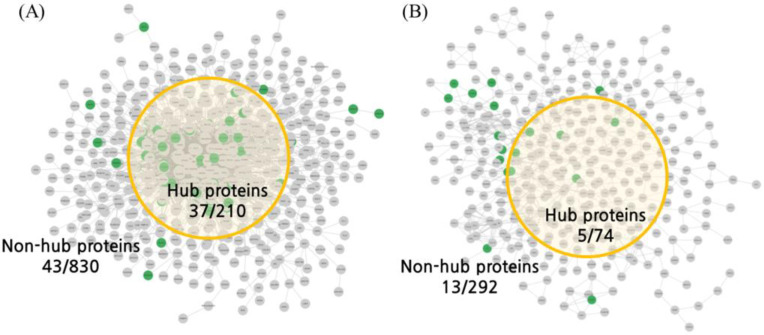
Action points of the organ networks derived from NP analysis. Proteins interacting with ACD were predicted by NP analysis, and the predicted proteins were projected to the BSN and ISN. The nodes of the network are the proteins that constitute the BSN and ISN, and the edges of the network are the connections with interaction scores of 700 or more in the STRING database. Green nodes represent interacting proteins in the network pharmacology analysis results, and yellow circles represent the locations of proteins that act as hubs in the network. (**A**) BSN and interacting proteins projected to BSN. (**B**) ISN and interacting proteins projected to ISN. NP, network pharmacology; ACD, *Aconitum carmichaeli* Debeaux; BSN, brain system network; ISN, intestinal system network.

**Figure 2:**
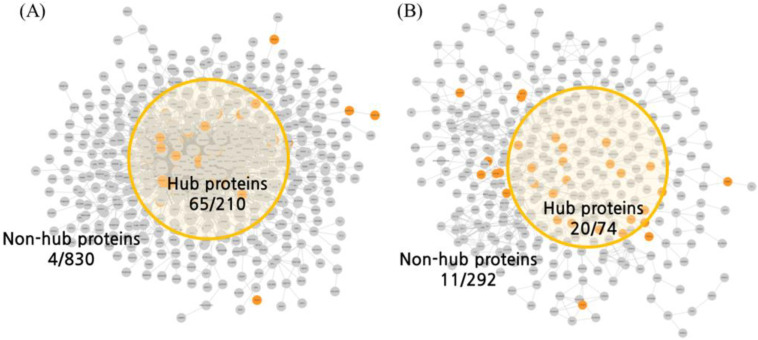
Action points of the organ networks derived from MD analysis. Using large-scale MD analysis, proteins interacting with ACD were predicted, and the predicted proteins were projected to the BSN and ISN. The nodes of the network are the proteins that constitute the BSN and ISN, and the edges of the network are the connections with interaction scores of 700 or more in the STRING database. Orange nodes are dockable proteins that have more than 10 hits in the docking analysis results, and yellow circles indicate the positions of proteins that act as hubs in the network. (**A**) BSN and dockable proteins projected to BSN. (**B**) ISN and dockable proteins projected to ISN. MD, molecular docking; ACD, *Aconitum carmichaeli* Debeaux; BSN, brain system network; ISN, intestinal system network.

**Figure 3:**
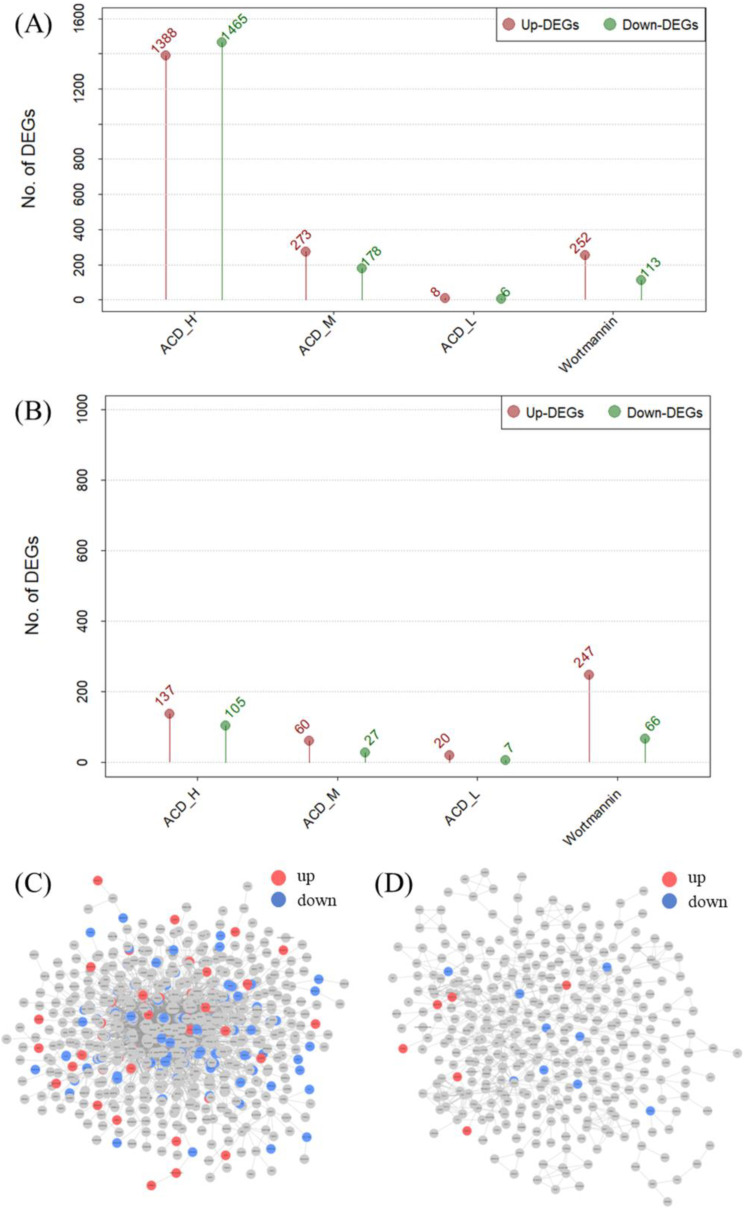
Results of validation experiments using transcriptomes. The number of DEGs whose expression levels were changed after treatment with ACD in the SW1783 and HT29 cell lines was identified and visualized. The water extract of ACD was administered at high doses (500 µg/mL), medium doses (100 µg/mL), and low doses (20 µg/mL), and wortmannin was administered as a positive control. The results of the number of DEGs were compared. (**A**) The number of DEGs expressed after ACD was administered to the SW1783 cell line. (**B**) The number of DEGs expressed after ACD was administered to the HT29 cell line. In (**A**,**B**), the upregulated DEGs are indicated by red lines, and the downregulated DEGs are indicated by green lines. (**C**) DEGs of SW1783 projected to the BSN. (**D**) DEGs of HT29 projected to the ISN. In (**C**,**D**), upregulated DEGs are represented by red nodes, and downregulated DEGs are represented by green nodes. DEG, differentially expressed gene; ACD, *Aconitum carmichaeli* Debeaux; BSN, brain system network; ISN, intestinal system network.

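In HT29 cells at the medium dose, 104 genes were DEGs (59 upregulated and 45 downregulated), and at the low dose 17 genes were DEGs (10 upregulated and 7 downregulated). The number of genes with an unadjusted p under 0.05 was 1797 at the medium dose and 1223 at the low dose. Of the high-dose DEGs, 88 were also DEGs at the medium dose and 15 at the low dose, all in the same direction. Because the doses share the vehicle libraries, unchanged groups also show a shared direction. Of the 451 genes with the smallest p at the high dose, 95.6% had the same sign at the medium dose and 83.1% at the low dose. Unchanged groups simulated 20 times gave 89.7% on average for the medium dose (at most 92.7%) and 90.8% for the low dose (88.5% to 93.3%). The share at the low dose lay below that of unchanged groups. In unchanged groups the genes with the smallest p are picked by noise alone, part of it from the shared vehicle libraries. In the real data, genes that changed at the high dose are picked as well. The shares at the 2 lower doses therefore cannot be judged against those of unchanged groups. The Pearson correlation of the high-dose and low-dose log2 fold changes lay above that of unchanged groups. It was 0.5635, against at most 0.5422 in unchanged groups. That of the medium and low doses was 0.7568, against at most 0.5385. The counts at the 2 lower doses depended on single libraries. In the joint fit all groups share the estimate of the spread, and without high-dose replicate 2 there were 108 upregulated and 141 downregulated genes at the medium dose and 34 and 75 at the low dose. Without vehicle replicate 2 there were 40 and 12 at the medium dose and 6 and 4 at the low dose. DESeq2's Wald test on vehicle and each dose alone gave 76 upregulated and 78 downregulated genes at the medium dose and 29 and 41 at the low dose.

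**Figure D2:**
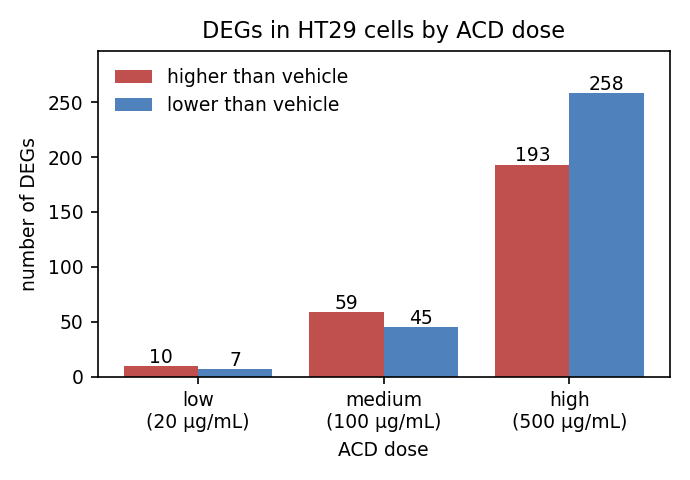
Number of DEGs (vertical axis, starting at 0) in HT29 cells at the low (20 µg/mL), medium (100 µg/mL) and high (500 µg/mL) dose of ACD against vehicle. Red bars are upregulated and blue bars downregulated genes, and the bars rise from 10 and 7 at the low dose to 193 and 258 at the high dose.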

**Figure 4:**
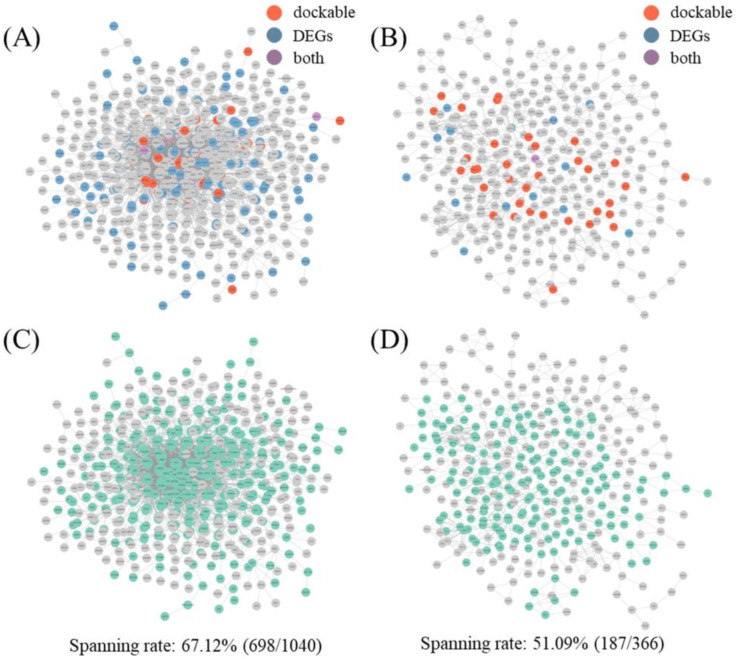
Results of network spanning analysis using transcriptome data. The results of the analysis performed using transcriptome data derived after administration of ACD to the SW1783 and HT29 cell lines are visualized. (**A**) Visualization of brain DP and DEG projections to BSN in SW1783 cell line. (**B**) Visualization of intestine DP and DEG projections to ISN in HT29 cell line. In (**A**,**B**), red nodes are DPs, blue nodes are DEGs, and purple nodes correspond to both. (**C**) Analysis of spanning rate using DPs, DEGs, and neighbor nodes of the integrated protein list in BSN. (**D**) Analysis of spanning rate using DPs, DEGs, and neighbor nodes of the integrated protein list in ISN. Green nodes in (**C**,**D**) include all action points, DPs, DEGs, and neighbor nodes in the network. The spanning rate described below the figure represents the ratio of action points to the total number of nodes in the network. ACD, *Aconitum carmichaeli* Debeaux; DP, dockable protein; DEG, differentially expressed gene; BSN, brain system network; ISN, intestinal system network.

**Figure 5:**
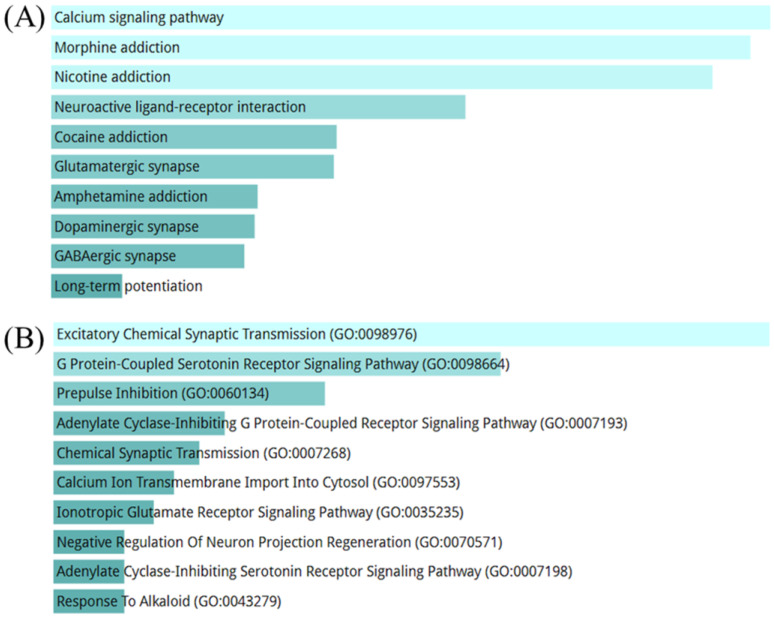
ORA results using action points of the BSN. ORA results performed on the BSN using DPs of ACD that act on the brain proteins and ACD-induced DEGs of the SW1783 cell line. The longer the bar graph and the lighter the color, the higher the statistical significance of the term. (**A**) ORA results using the KEGG pathway gene set. (**B**) ORA results using the GOBP gene set. ORA, over-representation analysis; BSN, brain system network; DP, druggable protein; ACD, *Aconitum carmichaeli* Debeaux; DEG, differentially expressed gene; KEGG, Kyoto Encyclopedia of Genes and Genomes; GOBP, Gene Ontology biological process.

**Table 1:** Protein hit results in organ networks.

Analysis	Organ	#Whole Proteins	#Hit Proteins	Hit Ratio
Network pharmacology	BSN	1040	80	7.69%
	ISN	366	18	4.92%
Molecular docking	BSN	1040	69	6.39%
	ISN	366	31	8.47%
DEG count	BSN	1040	172	16.54%
	ISN	366	15	4.10%

DEG, differentially expressed gene; BSN, brain system network; ISN, intestinal system network. # is a number sign and indicates the number of proteins in the table.

**Table 2:** Hub protein hit results in organ networks.

Analysis	Organ	CCM	#Hub	HDT	#Hit	Hit Ratio	*p*-Value
NP	BSN	Degree	210	>11	37	17.62%	<0.00001
	ISN	Degree	74	>6	5	4.92%	0.13133
MD	BSN	Degree	210	>11	28	13.33%	0.00004
		CoSE		-	65	30.95%	-
	ISN	Degree	74	>6	5	13.51%	0.08452
		CoSE		-	20	27.03%	-
IP	BSN	Degree	210	>11	55	26.19%	0.04705
	ISN	Degree	74	>6	15	20.27%	0.02332

CCM, centrality calculation method; #Hub, whole hub count; HDT, hit degree threshold; #Hit, hit hub count; NP, network pharmacology; MD, molecular docking; IP, integrated protein list of dockable proteins and differentially expressed genes; BSN, brain system network; ISN, intestinal system network; CoSE, Compound Spring Embedding. Cells without values are treated with a hyphen symbol. # is a number sign and indicates the number of proteins in the table.

## Data Availability

The raw sequences and processed data were deposited in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273185) with accession number GSE273185.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms251810219/s1.

# Supplementary material for: Discovery and Prediction Study of the Dominant Pharmacological Action Organ of Aconitum carmichaeli Debeaux Using Multiple Bioinformatic Analyses
**Source:** Int J Mol Sci. 2024 Sep 23;25(18):10219. doi: 10.3390/ijms251810219

**Supplementary Table S9.** Quantitative analysis of chemical components in *Aconitum carmichaeli* Debeaux extract

| Compound name     | Molecular Formula                                | RT (min) | Linear range (ng/mL) | Regression equation  | $R^2$   | Content (mg/g) |
|-------------------|--------------------------------------------------|----------|----------------------|----------------------|---------|----------------|
| benzoylmesaconine | C <sub>31</sub> H <sub>43</sub> NO <sub>10</sub> | 2.85     | 250-5000             | y=11.99978x+1898.13  | 0.99148 | 3.36           |
| benzoylaconitine  | C <sub>32</sub> H <sub>45</sub> NO <sub>10</sub> | 3.24     | 250-5000             | y=6.08927x+1241.752  | 0.99131 | 0.84           |
| aconitine         | C <sub>34</sub> H <sub>47</sub> NO <sub>11</sub> | 4.90     | 250-5000             | y=12.72896x+1933.095 | 0.99427 | ND             |

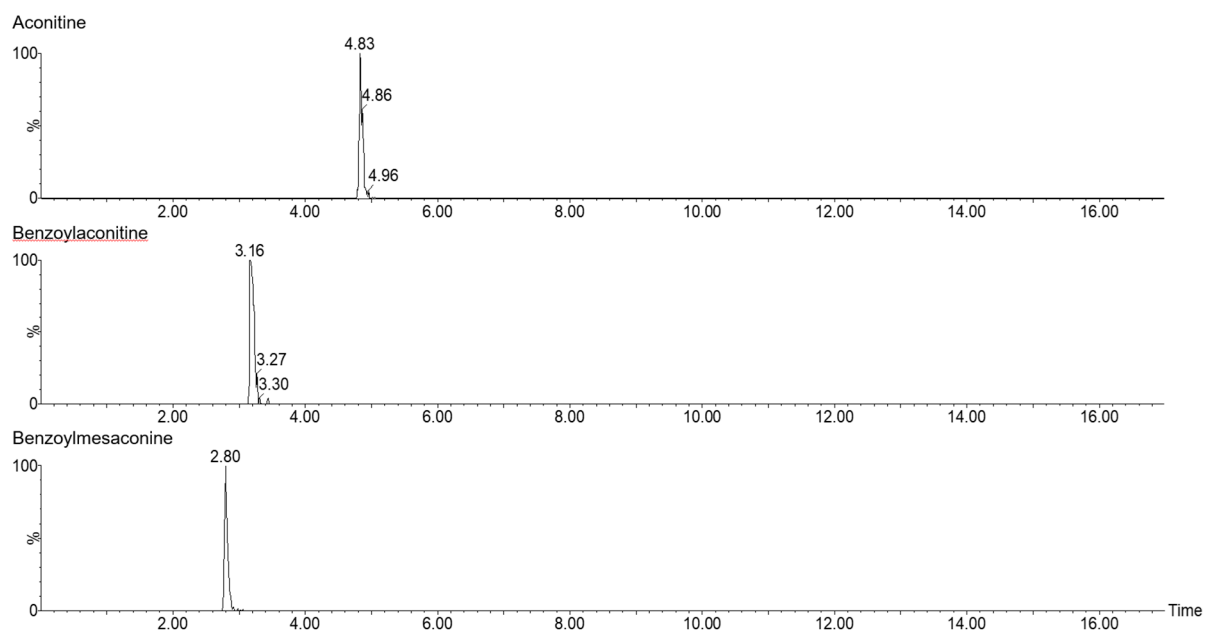

**Supplement:** Supplementary file 1

# Supplementary material for: Discovery and Prediction Study of the Dominant Pharmacological Action Organ of Aconitum carmichaeli Debeaux Using Multiple Bioinformatic Analyses
**Source:** Int J Mol Sci. 2024 Sep 23;25(18):10219. doi: 10.3390/ijms251810219
**Supplement:** Supplementary file 1

(A) *Aconitum carmichaeli* Debeaux

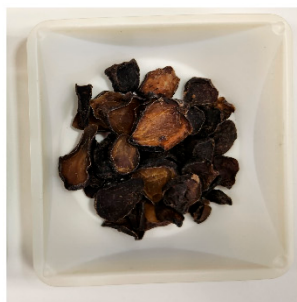

(B) Aconitine-type diterpene alkaloids

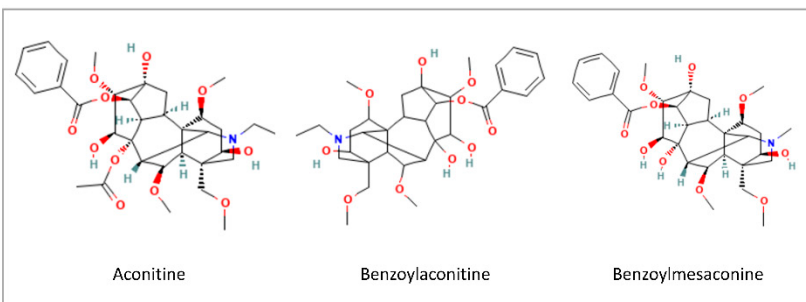

Supplemental Figure S1. ACD images and structures of major aconitine-type diterpene alkaloids. (A) Image of truncated ACD used as a drug. (B) Structural information of three aconitine-type diterpene alkaloids, which are major compounds of ACD. ACD, *Aconitum carmichaeli* Debeaux

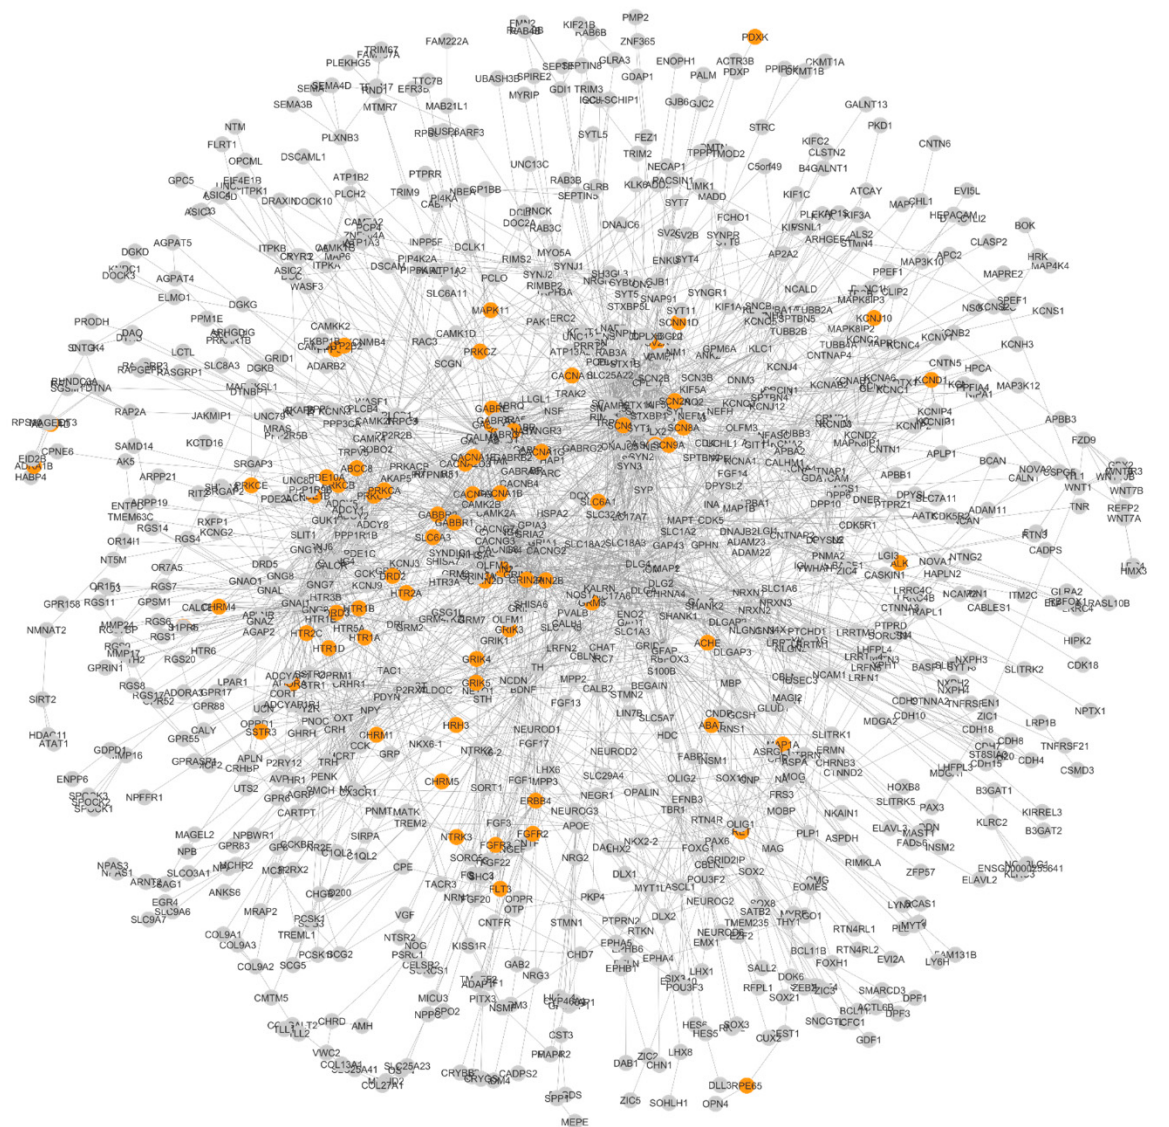

Supplementary Figure S2. Enlarged image of BSN. This image is reprocessed to better show the node information of BSN used in the main text. Orange nodes are dockable proteins that have more than 10 hits in the docking analysis results. BSN, brain system network.

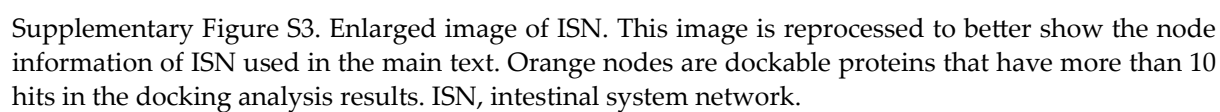

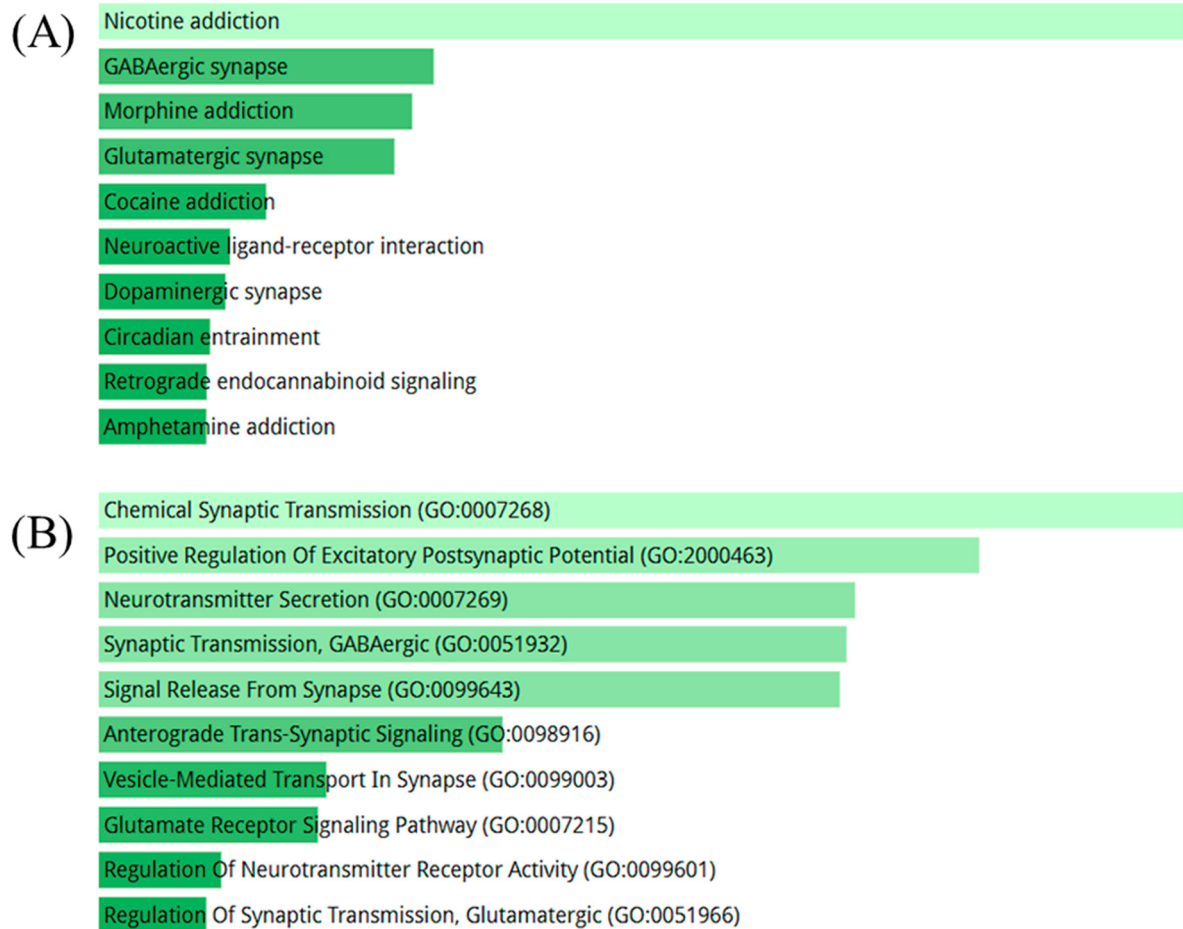

Supplementary Figure S4. ORA results using first-shell interaction of BSN. on the BSN using DP of ACD that act on the brain proteome and ACD-induced DEG of the SW1783 cell line, and neighbor nodes of the two proteins list on the BSN. (A) ORA results using KEGG pathway gene set (B) ORA results using GOBP gene set. ORA, Over-representation analysis; BSN, brain system network; DP, druggable proteomes; ACD, *Aconitum carmichaeli* Debeaux; DEG, differentially expressed genes; KEGG, Kyoto Encyclopedia of Genes and Genomes; GOBP, Gene Ontology biological process

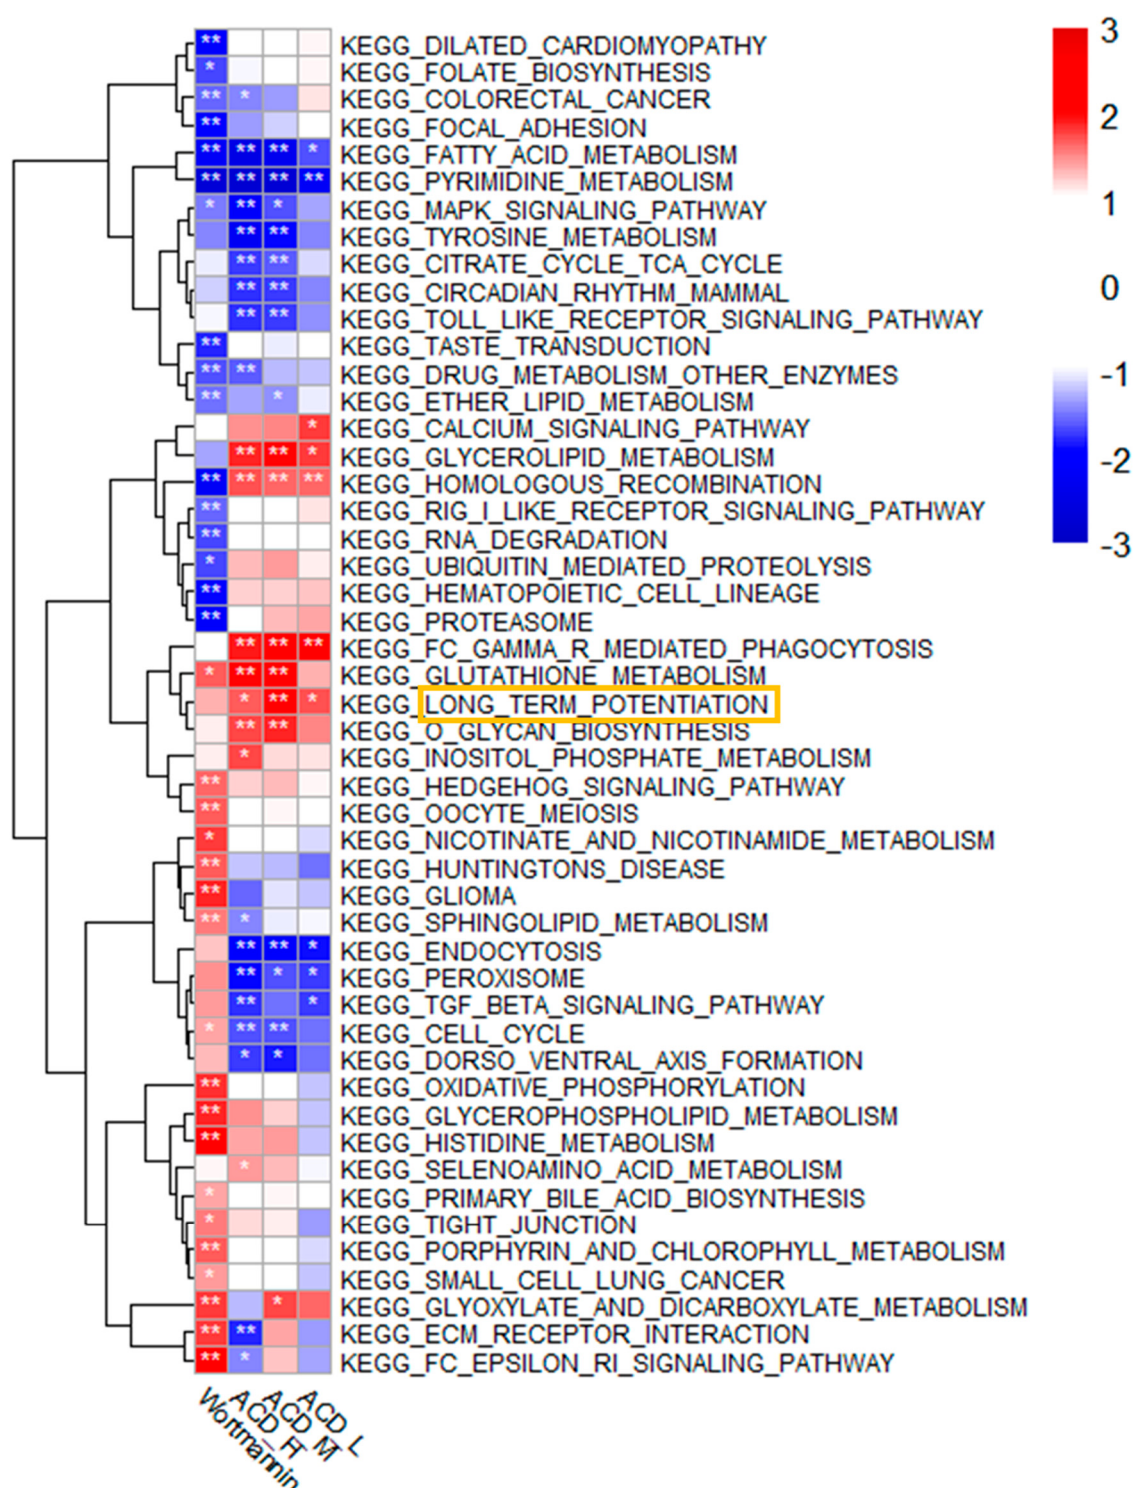

Supplementary Figure S5. GSEA results based on KEGG pathway gene set performed using transcriptome expression results of SW1783 cell line treated with ACD. \*, p-value<0.05. \*\*, p-value<0.01. GSEA, Gene set enrichment analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; ACD, *Aconitum carmichaeli* Debeaux

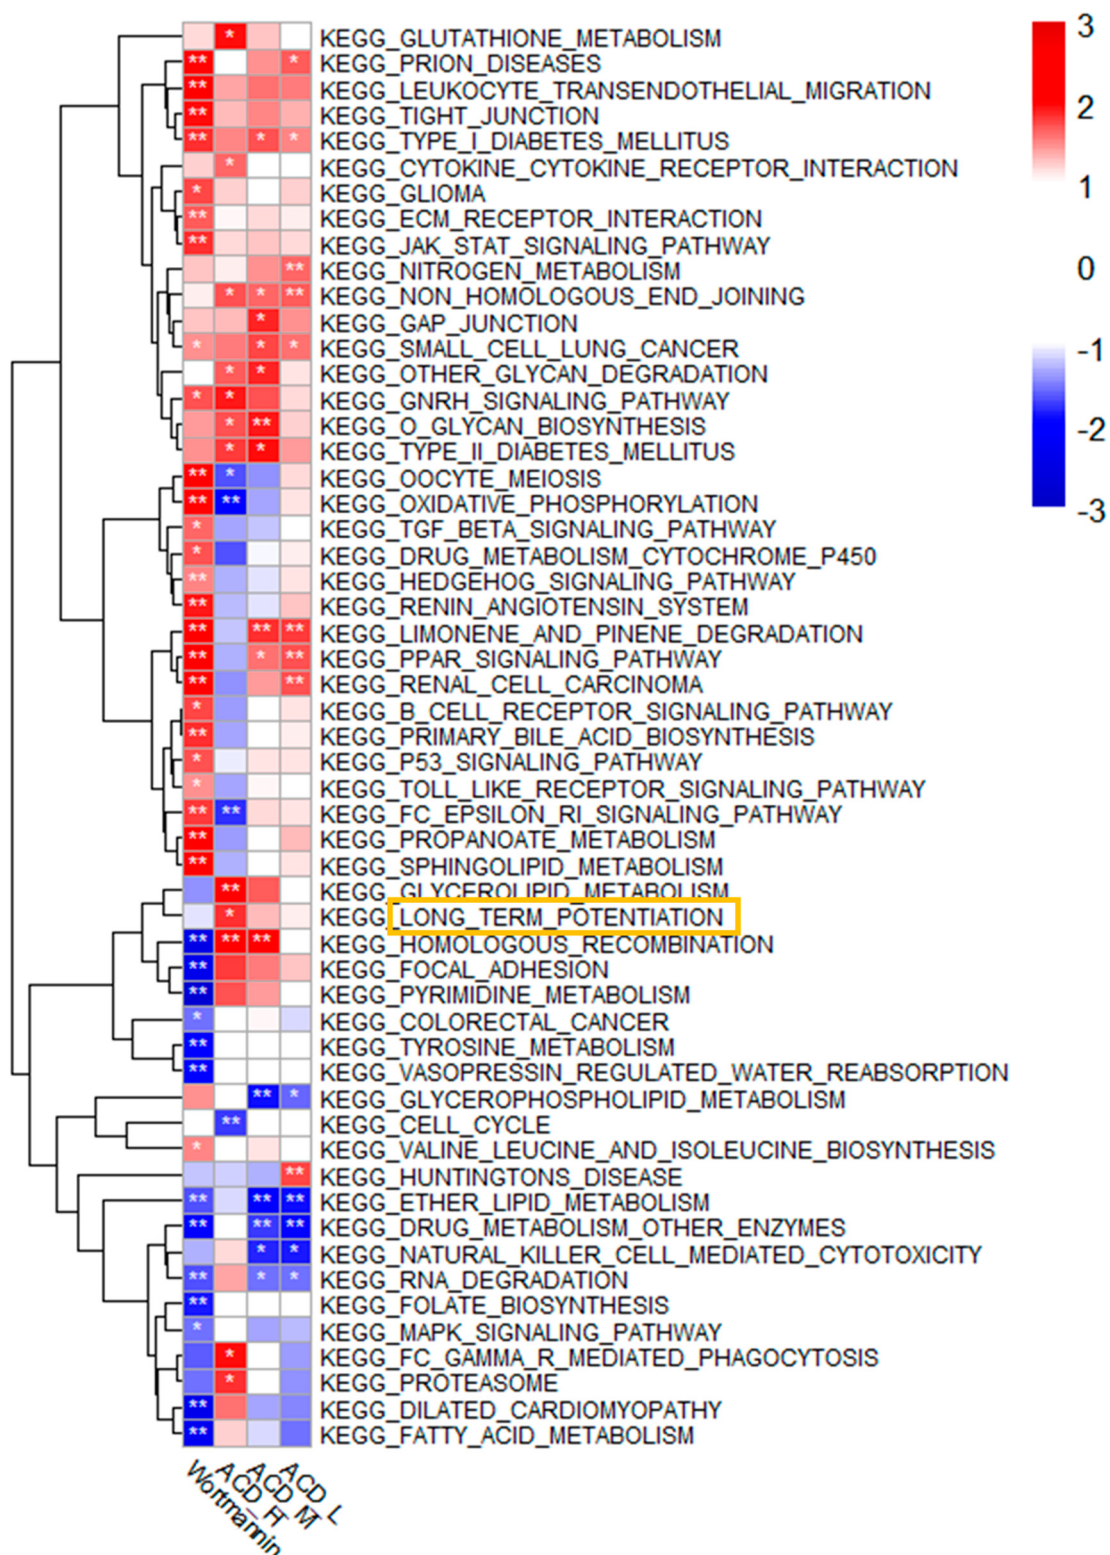

Supplementary Figure S6. GSEA results based on KEGG pathway gene set performed using transcriptome expression results of HT29 cell line treated with ACD. \*, p-value<0.05. \*\*, p-value<0.01. GSEA, Gene set enrichment analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; ACD, *Aconitum carmichaeli* Debeaux

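Lists for 3 other terms of Figure S6 were tested in HT29 cells. The 77 nuclear genes of oxidative phosphorylation had a median log2 fold change of 0.03 at the high dose, with 44 genes above 0 (adjusted p = 0.960 from limma's camera), −0.19 at the medium dose (adjusted p = 4.44e-05) and −0.21 at the low dose (adjusted p = 2.93e-06). Among the high-dose libraries, only replicate 2 lay above vehicle, and without it the median at the high dose was −0.26 (adjusted p = 9.35e-10). Without high-dose replicate 1 the median was 0.15 (adjusted p = 0.0141), and without vehicle replicate 1 that at the medium dose was −0.08 (adjusted p = 0.0961). The calls at the 2 lower doses did not hold under fry or with the correlation estimated. The 40 proteasome genes had a median of 0.11 at the high dose, with 34 genes above 0 (adjusted p = 0.0601). Again only replicate 2 lay above vehicle, and without it the median was −0.10 (adjusted p = 0.0136). The median was 0.22 without high-dose replicate 1 (adjusted p = 5.45e-04), 0.21 without high-dose replicate 3 (adjusted p = 4.58e-04) and 0.16 without vehicle replicate 1 (adjusted p = 0.00550). The 35 tested genes of glutathione metabolism had a median of 0.07, with 24 genes and 1 of 3 libraries above vehicle (adjusted p = 0.00668), and without high-dose replicate 2 the median was −0.05 (adjusted p = 0.953). Over the 21 alternatives the adjusted p at the high dose was between 9.35e-10 and 0.991 for oxidative phosphorylation, between 4.58e-04 and 0.932 for the proteasome and between 2.27e-04 and 0.953 for glutathione metabolism. In fgsea on DESeq2's Wald statistic, the adjusted p was 0.00495 for the proteasome list and 0.00165 for the glutathione list, both higher at the high dose. At the lower doses the median was 0.01 (medium) and −0.01 (low) for the proteasome and −0.06 at both for glutathione metabolism, and none of these 4 values had an adjusted p under 0.05 (of the 21 alternatives, 0.0421 for glutathione metabolism at the low dose without low-dose replicate 3 and 0.0318 for the proteasome at the medium dose with the offset for transcript length and GC content, chosen after seeing the data, were under it).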

How the deposited data were processed for this re-analysis (not part of the article)

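RNA from HT29 cells treated for 24 h with vehicle or with ACD at 20, 100 or 500 µg/mL was sequenced in 12 libraries, 3 per group. By the paper's methods, the authors checked the reads with FastQC, trimmed them with Trim Galore, aligned them with STAR and estimated expression with RSEM from the GRCh38.84 annotation. The paper writes the genome as GRCh38 (hg19), and the deposited gene IDs fit GRCh38, since 93.2% of them (98.2% of those with a count) are in GENCODE release 44 for that build. The deposited values are the expected counts of RSEM, not normalized. They were read as deposited and rounded to whole numbers before edgeR and DESeq2. Neither poly(A) selection nor the strand setting of RSEM is named in the paper's text. The treatment note of the libraries names a water extract of Poria cocos, and the grouping follows the titles and the treatment field, which name ACD. The SW1783 and wortmannin libraries were not analysed here.

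The expected counts per library ranged from 18260755 to 31811972 in the vehicle group, from 21454319 to 28632984 at the low dose, from 21499126 to 29876704 at the medium dose and from 15941255 to 33866644 at the high dose, with a median of 23833237 over all libraries. The common dispersion was 0.0126. In a principal component analysis of log2 CPM, the first component held 33.6% and the second 19.3% of the variance, and high-dose replicate 2 lay at −70.7 on the first, where the other libraries lay between −14.7 and 14.5. No 2 libraries were duplicates of each other. In 3 of the 451 DEGs at the high dose, every vehicle library had at most 3 counts, so their fold changes are uncertain. None of these 3 is named here.

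The main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM and robust estimation, with the 4 groups as the only terms. Standard errors of log2 fold changes were obtained from the F statistic. The Benjamini–Hochberg adjustment was made over the genes tested for each dose. DEGs had an adjusted p under 0.05 and a fold change over 1.5. A dose trend was tested with the dose rank as a linear term. Log2 CPM used a prior count of 2. The genes named are the ISN genes marked in Table S3, the ISN genes that were DEGs here, the 5 highest and 5 lowest log2 fold changes among high-dose DEGs with a mean of at least 1 CPM and no overlap between the libraries of the groups, CHRM2, CACNA1C and GRIN1, which the paper names, and the 3 members with the smallest p in each list with an adjusted p under 0.05. Other genes were chosen after their values were seen, as stated where they are named.

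The network tests used the nodes of Table S3 and the edges of Table S4 in networkx 3.6.1. Random lists were drawn 100000 times for hubs and 1000 times for spanning, each with a fixed seed. Fisher's exact test was run in scipy 1.17.1, and tables were made with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. The 12 gene lists hold 441 genes, of which 437 were found by symbol. They cover long-term potentiation, type I and type II diabetes, nuclear oxidative phosphorylation, mitochondrially encoded mRNAs, the proteasome, glutathione metabolism, targets of NRF2, AhR, NF-kB and ATF4, and cholesterol biosynthesis. They are not the MSigDB sets of the paper. They were tested with camera of limma 3.58.1, and with fry, an estimated correlation and fgsea 1.28.0 (minimum size 10, 100000 permutations) as alternatives.

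The tests were run on simulated data with 15374 genes and the same design before they were run on the libraries. Of 200 genes changed at the high dose, edgeR called 175 (87.5%) with 5 wrong calls, and DESeq2 1.42.0 called 176 (88.0%) with 8 wrong calls. At the medium and low doses, where no gene was changed, edgeR called 0 genes and DESeq2 called 3 and 2. The dose trend test called 178 of 200 genes with 16 wrong calls, and camera called the 1 raised list of 40 genes and no other. The simulated genes varied independently of each other, so wrong calls of lists from correlation between genes could not arise there.

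The groups, tests, thresholds, gene lists, named-gene rule and most alternatives were set before the data were examined. These alternatives were DESeq2 on all libraries or on vehicle and 1 dose, edgeR on vehicle and 1 dose, DESeq2's size factors in edgeR, no filter (29696 genes) or at least 10 counts in every library (13229 genes), no minimum fold change, the replicate number as a block, and each library left out in turn. For the ISN they also covered the definition of hubs, docked nodes, ties and the nodes that random lists were drawn from. Chosen after seeing the data were an offset per library for transcript length, then one for transcript length and GC content, the hub test with the DEGs marked in Table S3 and ties not counted, DESeq2 without high-dose replicate 2, and library sizes without chromosome M. Reads of plant or bacterial origin were not examined, since the values are counts per human gene.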

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

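The tests of the gene lists, with fry, fgsea and an estimated correlation, and those on the other splits of the libraries were set before the data were examined. The tests of technical explanations for the mitochondrial transcripts, the tests between the high and the low dose and the offset for transcript length and GC content were chosen only after the result was seen.

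The paper does not report on the mitochondrial rRNAs. MT-RNR1 and MT-RNR2 held 12.0 ± 0.636% of all expected counts at the high dose (mean ± SD, n = 3 libraries), 2.10 ± 0.121% at the medium dose, 1.09 ± 0.0897% at the low dose and 1.18 ± 0.0395% in vehicle, and all 3 high-dose libraries lay above all others. MT-RNR1 (chromosome M, 648 to 1601) had a log2 fold change of 4.56 at the high dose (standard error 0.12, adjusted p = 1.13e-09 from edgeR), 1.31 at the medium dose and −0.22 at the low dose. MT-RNR2 (1671 to 3229), chosen after its values were seen, had 3.27, 0.76 and −0.13. The 13 mitochondrially encoded mRNAs went the other way, with a median of −1.24 at the high dose, all 13 below 0 and all 3 libraries below vehicle (adjusted p = 1.84e-11 from camera, 0.00234 from fry and 0.128 with the correlation estimated). The first 3 of these mRNAs by p were MT-CO3 (−1.24), MT-ND4 (−1.60) and MT-ND3 (−1.31), and 8 of the 13 were DEGs. At the medium dose the median was −0.40 (adjusted p = 0.0298) and at the low dose −0.19 (adjusted p = 0.0626), and over the 21 alternatives the adjusted p reached 0.811 and 0.847. The medium dose lost its call with fry (0.590), with the correlation estimated (0.811) and with the offset for transcript length and GC content (0.250). It also lost it without vehicle replicate 1 (0.148), medium-dose replicate 3 (0.121) or high-dose replicate 2 (0.0518). The low dose gained a call with the replicate number as a block (0.0105) and with fgsea (0.0318). It also gained one without vehicle replicate 2 (0.0151), low-dose replicate 1 (8.63e-06) or high-dose replicate 3 (0.0223). The medians over the same alternatives were from −1.32 to −1.12 at the high dose.

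Several technical explanations were tested for this pair of changes at the high dose. A carry-over of RNA without a poly(A) tail, such as from a weaker selection of mRNA, would raise the replication-dependent histone mRNAs as well. The 24 tested histone genes instead had a median log2 fold change of −0.56, with 23 below 0. Their median was also negative at the medium dose (−0.26) and the low dose (−0.16). A fall of the histone mRNAs for another reason was not tested and could hide such a rise, so a carry-over is not excluded. RN7SL1 and RN7SL2, which are not mRNAs, did rise at the high dose, with log2 fold changes of 3.58 and 4.13. They also rose at the low dose (2.69 and 3.70), where MT-RNR1 had −0.22, so they did not follow the rRNAs. A few genes taking most of the counts would lower all other genes alike, but the mitochondrial mRNAs fell by 1.25 on the log2 scale relative to the median of all tested genes. The bias of high-dose replicate 2 is excluded as the whole cause, since MT-RNR1 still had a log2 fold change of 4.53 without that library. A library difference between vehicle and all ACD libraries would leave the doses alike, but the 2 rRNAs had a median log2 fold change of 4.09 between the high and the low dose. A preparation difference of the high-dose libraries alone could not cause the median of 1.03 that the 2 rRNAs had at the medium dose. That value cannot decide whether such a difference played a part at the high dose, since it is confounded with that dose. Reads shared with nuclear copies of mitochondrial sequence were not tested. The distance of each gene from the start of the heavy-strand transcript may play a part, as the rRNAs lie next to it. Over the 12 mRNAs of that strand, the Spearman correlation of start and log2 fold change across genes was −0.161 at the high dose (Pearson −0.104, permutation p = 0.615, adjusted 0.615 over 3 doses). At the medium dose it was −0.497 (Pearson −0.754, permutation p = 0.103, adjusted 0.158). It was also −0.497 at the low dose (Pearson −0.427, permutation p = 0.105, adjusted 0.158), where the rRNAs did not rise (MT-RNR1 −0.22). With 12 genes that are not independent replicates, an effect of distance and its absence cannot be told apart. A difference in rRNA processing, stability or polyadenylation under ACD stays open as an untested biological hypothesis. Neither the labels nor the paper name a step of library preparation that differed between the doses, and for the further rise at the high dose one was not tested.

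CYP1A1 had a log2 fold change of 8.29 at the high dose, 8.16 at the medium dose (adjusted p = 1.47e-07) and 3.60 at the low dose (adjusted p = 0.00355 from edgeR). It was outside the genes the paper discusses and rose in all 9 ACD libraries. The other AhR target genes moved with it. The list of 9 tested AhR targets had a median of 0.90 at the high dose, with 9 of 9 genes and 3 of 3 libraries above vehicle (adjusted p = 9.67e-15 from camera), 0.66 at the medium dose and 0.22 at the low dose (adjusted p = 2.87e-08). None of its members is marked in Table S3, so the test without such members gave the same 9.67e-15. Besides CYP1A1, the first members by p were ALDH3A1 (1.82) and CYP1B1 (2.81). The list held an adjusted p under 0.05 in all 21 alternatives at each dose, the highest being 8.66e-04 at the high dose and 0.00530 at the low dose, both with the correlation estimated, and 3 of its genes are on other lists.

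CXCL1 had a log2 fold change of 4.04 at the high dose (standard error 0.19, adjusted p = 1.12e-07 from edgeR), 3.00 at the medium dose and 2.04 at the low dose. The list of 17 tested NF-kB targets had a median of 0.70 at the high dose, with 16 genes and 3 of 3 libraries above vehicle (adjusted p = 1.59e-18 from camera), 0.53 at the medium dose (adjusted p = 1.89e-20) and 0.45 at the low dose (adjusted p = 1.26e-16). Besides CXCL1, its first members were CCL20 (4.00) and CXCL8 (3.08). Without the members that Table S3 marks, the adjusted p was 5.13e-17, and over the 21 alternatives it was at most 1.25e-04 at the high dose.

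The 28 tested NRF2 targets had a median of 0.58 at the high dose, with 28 of 28 genes and 3 of 3 libraries above vehicle (adjusted p = 4.48e-27 from camera, and at most 0.00530 over the 21 alternatives). The first members by p were GCLC (0.77), SLC7A11 (1.20) and AKR1B10. Without AKR1B10, which Table S3 marks, the adjusted p was 1.03e-24. The median was 0.33 at the medium dose (adjusted p = 1.63e-17) and 0.01 at the low dose (adjusted p = 0.817, or 0.0209 with the offset for transcript length and GC content), and 8 of the genes are also on other lists. The 24 tested ATF4 targets, which mark the integrated stress response, had a median of 0.86 at the high dose, with 23 genes and 3 of 3 libraries above vehicle (adjusted p = 2.42e-35), and 20 were DEGs. The first by p were DDIT4 (1.83), CHAC1 (2.97) and PSAT1 (1.44). Without the members that Table S3 marks, the adjusted p was 1.38e-33, and over the 21 alternatives it was at most 1.25e-04. The median was 0.15 at the medium dose (adjusted p = 1.59e-05) and 0.03 at the low dose (adjusted p = 0.218, or 0.0475 with fgsea).

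For these 4 lists, the tables argue against several technical explanations as the whole cause. A bias in transcript length and GC content and high-dose replicate 2 alone are excluded by the alternatives that correct for the first and leave out the second, in which the adjusted p stayed under 0.05. A library difference between vehicle and all ACD libraries would raise the low dose as much as the high dose. Between those doses, the log2 fold change was 4.69 for CYP1A1 and 2.00 for CXCL1, and the NRF2 and ATF4 medians were near 0 at the low dose. Such a difference stays open for part of the NF-kB change, which was already 0.45 at the low dose. Leaving out the members of Table S3 tests the same lists on the same libraries and adds no support of its own, so activation of these pathways by the extract stays open as a hypothesis. Activity of the proteins themselves, and bacterial products in the extract as a source of the NF-kB change, were not tested.

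The number of DEGs at the high dose was reached by 1 of the 10 splits of the 6 vehicle and high-dose libraries, the real one, and the next highest split gave 1 DEG. At the medium and low doses it was also 1 of 10, with 0 DEGs in the others. With 10 splits no share under 0.10 can be reached.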

How the results depend on the processing

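The offsets for transcript length and for transcript length with GC content, and the hub test with the DEGs marked in Table S3 and ties not counted, were chosen only after the results were seen. Where a value moved, the cause was not tested.

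Under alternatives set beforehand, 290 values of the main results kept their direction and side of the threshold or stayed within 1.5 times the count. Of the others, 46 moved, 4 became significant, 4 changed sign and 2 correlations fell within the range simulated for unchanged groups. Under alternatives added later, 21 stayed, 5 moved and 1 became significant. For the 46 named genes, 624 of 685 values kept their call, 61 lost it and 0 changed sign, and 32 of the genes kept their call throughout. These values do not cover the fits without a low-dose or medium-dose library. In some of those fits TFF3, MTND4P12 and HLA-DMB also lost their call. DESeq2's size factors and the filter of at least 10 counts changed none of the DEG counts by over 1.5 times.

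With edgeR on vehicle and the dose alone, there were 100 upregulated and 72 downregulated genes at the high dose, 91 and 100 at the medium dose and 23 and 28 at the low dose, 8 ISN DEGs and a first-shell spanning of 44.26%. This fit has fewer libraries. DESeq2's Wald test on vehicle and the dose alone gave 141 downregulated genes at the high dose, 78 at the medium dose and 41 at the low dose, and 29 upregulated genes at the low dose. On all libraries it gave 23 and 26 at the low dose. Without the minimum fold change there were 433 upregulated and 454 downregulated genes at the high dose and 31 ISN DEGs. Without the filter there were 20 and 14 at the low dose, with the length and GC offset 20 and 12, and with the length offset 18 and 11. The offset for length and GC content gave 1785 genes with a dose trend, DESeq2 gave 1412, and a trend among the low, medium and high doses alone gave 285.

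Across the 12 fits that each left out 1 library, the high dose had 158 to 302 upregulated and 152 to 466 downregulated genes, the medium dose 40 to 108 and 12 to 141, and the low dose 6 to 34 and 3 to 75. All the highest of these counts came without high-dose replicate 2. There were 14 to 35 ISN DEGs, a first-shell spanning of 50.0% to 58.47% and 452 (without high-dose replicate 3) to 2744 (without high-dose replicate 2) genes with a dose trend. Between 7 and 9 gene lists had an adjusted p under 0.05, whereas 4 did with the correlation between genes estimated.

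The permutation test of hubs gave p = 0.0168 with random lists drawn from tested or docked nodes and 0.0351 for the DEGs alone among tested nodes. With the DEGs marked in Table S3 it gave 0.0247 with ties not counted and 0.0528 with ties counted. With single libraries left out it gave 0.0356 to 0.274, the lowest without high-dose replicate 3. The correlation of high-dose and medium-dose log2 fold changes was 0.517 without the filter. With single libraries left out it was 0.504 to 0.733, the lowest without high-dose replicate 3. Both low values lie within the range simulated for unchanged groups. That range was made with the filter and all 12 libraries, so it cannot decide whether these values differ from unchanged groups.

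The median of the LTP list at the high dose was −0.048 to 0.035 with single libraries left out, with the sign reversed without vehicle replicate 3 (0.035). The median of the type II diabetes list was −0.032 without vehicle replicate 1, −0.048 without high-dose replicate 1, −0.041 without high-dose replicate 3 and 0.081 without high-dose replicate 2. That of the type I diabetes list was 0.0035 to 0.13.

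Libraries with the same replicate number were not paired. Over 18 pairs of libraries of different groups with the same number, the correlation across genes of their deviations from the group mean had a median of −0.03, from −0.264 to 0.139, against a median of 0.018 for the 36 pairs with other numbers. With the replicate number as a block, the high dose had 173 upregulated and 206 downregulated genes and the medium dose 26 downregulated genes. With this block the mitochondrially encoded list had an adjusted p of 0.0105 from camera at the low dose, against 0.0626 without it.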

Differences from the paper's values

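Some tests below were chosen only after the result was seen. These were the hub test with the DEGs of Table S3 and ties not counted, the offsets for transcript length and GC content, and DESeq2 without high-dose replicate 2.

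At the high dose, 258 genes were downregulated in HT29 cells against the paper's 105. Among the alternatives set before the data were examined, DESeq2's Wald test on the vehicle and high-dose libraries alone (141), edgeR on the same libraries (72) and the fit without vehicle replicate 2 (152) were within 1.5 times the paper's value. The others were not, among them DESeq2 on all libraries (267), the filter of at least 10 counts in every library (227), the replicate block (206) and the fit without high-dose replicate 2 (466). DESeq2's Wald test on the vehicle and high-dose libraries without high-dose replicate 2, chosen after seeing the values, gave 237. With edgeR on the vehicle and high-dose libraries alone, there were 8 ISN DEGs, against the paper's 15.

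At the medium dose, 45 genes were downregulated against the paper's about 27 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, those within 1.5 times of it were at least 10 counts in every library (40), the replicate block (26) and the fits without vehicle replicate 1 (23) or 3 (27), low-dose replicate 1 (34), 2 (34) or 3 (31), medium-dose replicate 2 (25) and high-dose replicate 1 (36) or 3 (39). The others were not, among them DESeq2 on vehicle and medium dose alone (78) and on all libraries (65).

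At the low dose, 10 genes were upregulated against the paper's about 20 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, no filter (20), DESeq2 on all libraries (23), DESeq2 on vehicle and low dose alone (29) and edgeR on these libraries (23) were within 1.5 times of it, and the others were not. In the same 4 settings the downregulated genes at the low dose moved away from the paper's about 7 in Fig. 3B, read by eye, to 14, 26, 41 and 28, where the fit of all libraries gave 7. The offset for transcript length gave 18 and that for transcript length and GC content gave 20, and both were chosen after seeing the values.

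The hub test of the integrated list in the ISN gave p = 0.0977 against the paper's 0.02332. Of the alternatives set before the data were examined, the one that drew random lists from the nodes tested or docked (0.0168) was within 1.5 times of the paper's value. The DEGs alone among tested nodes (0.0351) and the integrated list without high-dose replicate 3 (0.0356) were also under 0.05 but not within that range, and the others were above 0.05. The hub test with the DEGs marked in Table S3 and ties not counted gave 0.0247, and it was chosen after seeing the values. With the same DEGs and ties counted, the hub test gave 0.0528.

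The paper states that LTP was activated in HT29 cells. In the list used here in place of the KEGG set, the median log2 fold change at the high dose was −0.02 with an adjusted p of 0.859 from camera, and the list had no adjusted p under 0.05 at any dose under any of the 21 alternatives. The paper also names diabetes among the HT29 terms of Fig. S6. Here the type II diabetes list had an adjusted p of 0.960 and the type I list one of 0.385 at the high dose, and of the 21 alternatives only the fit without high-dose replicate 2 gave one under 0.05 at that dose, for type II diabetes (0.0361). At the lower doses the type II diabetes list was raised, with a median of 0.07 at the medium dose (adjusted p = 0.0396 from camera, under 0.05 in 14 of the 21 alternatives) and 0.10 at the low dose (adjusted p = 0.0148, under 0.05 in 17 of them). With the correlation estimated the adjusted p was 0.811 at both. Fig. S6 shows oxidative phosphorylation lower at the high dose, whereas the nuclear list here had a median of 0.03. Without high-dose replicate 2 its median was −0.26 (adjusted p = 9.35e-10). Fig. S6 shows the proteasome higher, where camera gave an adjusted p of 0.0601 and fgsea gave 0.00495 for the list used here. With camera it was also higher with an adjusted p under 0.05 without the filter (0.0102), without vehicle replicate 1 (0.00550), without high-dose replicate 1 (5.45e-04) and without high-dose replicate 3 (4.58e-04), and lower without high-dose replicate 2 (0.0136).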

Other observations

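The tests of the gene lists, the dose trend with the other splits of the libraries, and the correlation of the doses with its simulation were set before the data were examined. The tests on how high-dose replicate 2 differs and on its part in 3 lists, the offset for transcript length and GC content, and the tests on the genes that set the vehicle apart, the lncRNAs and PIGR were chosen only after the result was seen.

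CHRM2 and CACNA1C, which the paper gives as core proteins of the ISN, had 0 counts in the vehicle libraries. CHRM2 had 0 and CACNA1C at most 1 count in the high-dose libraries, so neither was tested. They were not detectable at this depth.

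Across the 4 groups, 882 genes had a trend with the dose rank at an adjusted p under 0.05 from edgeR (424 rising and 458 falling). Of 100 splits of the 12 libraries into 4 groups, the real one included, 1 gave as many, and the next highest gave 3. Without high-dose replicate 2 there were 2744 such genes, and without high-dose replicate 3 there were 452. The log2 fold changes at the high and medium doses had a Pearson correlation of 0.675 and a Spearman correlation of 0.559 across tested genes. Because both doses were compared with the same vehicle libraries, unchanged groups simulated 20 times gave a Pearson correlation of 0.483 on average, from 0.457 to 0.520, and a Spearman correlation of 0.457. Genes are not independent replicates.

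High-dose replicate 2 lay apart from the other high-dose libraries. Its log2 difference from their mean fell with transcript length, from a median of 0.57 in genes with transcripts of up to 1000 nt to −0.45 above 8000 nt. Lower depth does not explain this, since thinning another high-dose library to the same depth gave an SD of at most 0.15, against 0.49 to 0.521 for replicate 2. A mislabelled sample is excluded by its share of 12.1% on MT-RNR1 and MT-RNR2, which no library outside the high dose came near (at most 2.18%). Transcript length and GC content accounted for 47.5% of the variance of its difference, so a bias of this kind, such as from partly degraded RNA, may be part of the cause. After an offset for both, the SD was 0.363, which leaves much of the difference open. Vehicle replicate 1 had a similar relation to transcript length (Spearman −0.621) with a smaller SD of 0.209. RNA quality per library was not analysed here.

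Which of the high-dose libraries were used decided 3 lists. Without high-dose replicate 2, the median log2 fold change was −0.10 for the proteasome, −0.055 for glutathione metabolism and −0.26 for nuclear oxidative phosphorylation, whereas replicate 2 alone lay above vehicle by a median of 0.46, 0.33 and 0.46. With the offset for transcript length and GC content the medians over all 3 libraries were 0.06, 0.07 and −0.01, so the part of the bias that the offset takes out may not be the whole source, and the rest of the cause stays open. In glutathione metabolism, GCLC (0.77), GCLM (0.75) and GSR (0.29) were the first genes by p. The adjusted p of that list was 0.275 with fry and 0.811 with the correlation estimated.

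The 24 genes of cholesterol biosynthesis had a median of −0.14 at the high dose, with 1 gene above 0 and 0 of 3 libraries above vehicle (adjusted p = 2.81e-04 from camera, 0.00790 from fry and 0.128 with the correlation estimated). No member is marked in Table S3, so the test without such members gave the same value. The first genes by p were LSS (−0.29), INSIG1 (−0.32) and MVK (−0.33, adjusted p = 0.0546 from edgeR). The median was −0.08 at the medium dose (adjusted p = 0.0909, or 0.0219 without medium-dose replicate 1, 0.0452 without high-dose replicate 2 and 0.0487 with fgsea) and −0.0032 at the low dose (adjusted p = 0.960). The loss of the call with the correlation estimated leaves a sterol response open as a hypothesis.

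A small set of genes set the vehicle apart from all ACD doses. At the high, medium and low dose, the log2 fold change was 3.58, 2.54 and 2.69 for RN7SL1 and 4.13, 3.52 and 3.70 for RN7SL2. High-dose replicate 2 raised the first of these, with 146 CPM of RN7SL1 against 34.7 and 23.5 CPM in replicates 1 and 3, and 230 CPM of RN7SL2 against 69.4 and 54.4 CPM. Without it the log2 fold change at the high dose was 2.38 for RN7SL1 and 3.22 for RN7SL2. It was −3.18, −3.05 and −2.80 for ENSG00000280614 (chromosome 21, 8393419 to 8394341) and −3.06, −2.93 and −2.67 for ENSG00000281181 (chromosome 21, 8437629 to 8438551). RN7SL1 and ENSG00000281181 at the lower doses were chosen after their values were seen. The last 2 lie on the minus strand in the repeated rDNA region, and their expected counts differed by less than 1% in 11 of 12 libraries, as reads shared between copies would give. Between the high and the low dose, the median of the absolute log2 fold change of the 4 genes was 0.41. A library or batch difference between vehicle and the ACD libraries may be the cause, but it is confounded with treatment, so the 2 cannot be told apart. The labels give no batch.

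Of 1790 tested lncRNAs, 16 were upregulated and 76 downregulated at the high dose, compared with 166 and 150 of 12453 protein-coding genes (odds ratio 5.26, p = 1.14e-09, Fisher's exact test, two-sided). The median log2 fold change of the lncRNAs was −0.22 at the high dose, −0.13 at the medium dose, −0.09 at the low dose and −0.23 at the high dose without replicate 2. Many lncRNAs overlap other genes on the opposite strand, so these values are uncertain where the strand setting is not known. PIGR, chosen after its values were seen, rose at the low dose (log2 fold change 1.46, adjusted p = 0.00380 from edgeR) and the medium dose (1.61, adjusted p = 6.44e-04), with 0.47 at the high dose (adjusted p = 0.197). It was lower at the high than at the low dose (adjusted p = 0.00627 from edgeR).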
